# A Preclinical Rat Model of Heart Failure With Preserved Ejection Fraction With Multiple Comorbidities

**DOI:** 10.3389/fcvm.2021.809885

**Published:** 2022-01-13

**Authors:** Géraldine Hubesch, Aliénor Hanthazi, Angela Acheampong, Laura Chomette, Hélène Lasolle, Emeline Hupkens, Pascale Jespers, Grégory Vegh, Cécile Watu Malu Wembonyama, Caroline Verhoeven, Céline Dewachter, Jean-Luc Vachiery, Kathleen Mc Entee, Laurence Dewachter

**Keywords:** heart failure with preserved ejection fraction, diastolic dysfunction, metabolic syndrome, group 2 pulmonary hypertension, soluble ST2, RNA sequencing

## Abstract

Heart failure with preserved ejection fraction (HFpEF) is a common complex clinical syndrome for which there are currently few evidence-based therapies. As patients with HFpEF very often present with comorbidities comprising the metabolic syndrome, we hypothesized, that metabolic syndrome could lead over time to the development of diastolic dysfunction and HFpEF. Obesity-prone rats were exposed to high-fat diet and compared to obesity-resistant rats fed with standard chow. Phenotyping of metabolic syndrome, associated with echocardiographic and cardiac hemodynamic measurements, was performed after 4 and 12 months. Blood and myocardial tissue sampling were performed for pathobiological evaluation. High-fat diet in obesity-prone rats elicited metabolic syndrome, characterized by increased body and abdominal fat weights, glucose intolerance and hyperlipidemia, as well as increased left ventricular (LV) systolic pressure (after 12 months). This was associated with LV diastolic dysfunction (assessed by increased LV end-diastolic pressure) and pulmonary hypertension (assessed by increased right ventricular systolic pressure). Echocardiography revealed significant concentric LV hypertrophy, while LV ejection fraction was preserved. LV remodeling was associated with cardiomyocyte hypertrophy, as well as myocardial and perivascular fibrosis. Circulating levels of soluble ST2 (the interleukin-1 receptor-like) markedly increased in rats with HFpEF, while plasma NT-proBNP levels decreased. RNA-sequencing analysis identified clusters of genes implicated in fatty acid metabolism and calcium-dependent contraction as upregulated pathways in the myocardium of rats with HFpEF. High-fat diet during 12 months in obesity-prone rats led to the development of a relevant preclinical model of HFpEF with multiple comorbidities, suitable for investigating novel therapeutic interventions.

## Introduction

Heart failure with preserved ejection fraction (HFpEF) is a growing clinical and public health problem, accounting for approximately half of all cases of heart failure and associated hospital admissions (1). HFpEF is clinically defined as heart failure with normal ejection fraction and diastolic dysfunction, characterized by impaired relaxation and increased diastolic stiffness (2). All patients with HFpEF exhibit increased left ventricular (LV) filling pressure and reduced exercise tolerance (3, 4). However, pathophysiological mechanisms underlying disease progression of HFpEF are complex and remain poorly understood.

Although diastolic dysfunction is highly prevalent in HFpEF, the complex clinical phenotype that characterizes this syndrome stems from the presence of multiple cardiac and non-cardiac interrelated comorbidities, commonly seen in metabolic syndrome. These include obesity, systemic arterial hypertension, hyperlipidemia and *diabetes mellitus*, altogether contributing to the impairment of the cardiovascular reserve (5, 6). Furthermore, systemic inflammatory burden has been suggested to greatly contribute to HFpEF pathogenesis (7–9). HFpEF is more frequent in elderly patients (10, 11) and is closely associated with the presence of arterial hypertension as well as overweight or obesity (12). Moreover, up to 80% of patients with HFpEF develop pulmonary hypertension, which is associated with worse outcome and increased mortality (13).

HFpEF is a major unmet medical need and there is an urgent demand for new therapeutic approaches and strategies targeting mechanisms specific to HFpEF. However, definitive experimental evidence supporting these mechanisms has not emerged owing to limited success in developing a comprehensive preclinical model recapitulating the intricate pathophysiology of HFpEF and its global clinical picture. So far, evidence-based clinical therapies have failed to improve clinical symptoms, prognosis and mortality of HFpEF patients (8, 14, 15).

Because most HFpEF patients harbor multiple comorbidities, we propose a multiple-hit model created by inducing HFpEF in rats through metabolic stress (using a high-fat diet associated with a genetic predisposition) and prolonged follow-up timeline as a secondary stressor, to develop an animal model of HFpEF closest to human pathophysiology.

## Materials and Methods

### Animals and Blood and Tissue Sampling

All experimental procedures involving animals were approved by the Institutional Animal Care and Use Committee of the Faculty of Medicine of the *Université Libre de Bruxelles* (Brussels, Belgium; protocol acceptation number: 656N). Applicable guidelines were followed in accordance with the “Guide for Care and Use of Laboratory Animals” published by the US National Institutes of Health (NIH Publication eighth edition, update 2011).

Diet-induced obesity-prone (OP) and obesity-resistant (OR) Sprague-Dawley rats were raised using selected breeders obtained from Charles River Laboratories Inc. (Wilmington, MA, USA). These rats were used because their propensity to develop diet-induced obesity due to polygenic inheritance, thus closely mimicking the obesity in humans (16). Four-week-old OP (*n* = 10 and *n* = 14 in 4- and 12-month protocols respectively) and OR (*n* = 9 in both 4- and 12-month protocols) rats were enrolled in the study and kept under controlled environmental conditions (21°C, 60%-humidity atmosphere and 12-h light/dark cycles) along the protocol. OP rats were fed with a high-fat diet with 45% of energy from lipids and 17% from sucrose (473 kcal/100 g; D1245; Research Diets, New Brunswick, NJ, USA), whereas OR rats continued on standard rat chow (339 kcal/100 g with 5% of energy from lipids and 2% from sucrose; A03 Safe diets, Augy, France) for 4 and 12 months. Water and chow were given *ad libitum*. Body weight and food intake were monitored every week during the last 5 weeks of the protocols, to carefully characterize weight gain and energy ingestion. Food intake measured as food consumed per gram/day and calorimetry was evaluated.

As illustrated in Figure 1A, at the end of the protocols (at 4- and 12-month time points), OP and OR rats were evaluated by echocardiography and invasive hemodynamic measurements. Before sacrifice, blood samples were drawn from the femoral vein, placed in EDTA-coated tubes and centrifuged (for 15 min at 1,500 g) to collect plasma for biochemical analyses and evaluation of adipokine and cardiac biomarker levels. Under deep anesthesia (isoflurane 5%), rats were finally euthanized by exsanguination (via section of the abdominal aorta). Adipose deposits from visceral, retroperitoneal, epididymal and mesenteric sites, and the hearts were rapidly harvested, weighted and processed for analysis. Hearts were snap-frozen in liquid nitrogen and stored at −80°C for RNA-sequencing (RNA-seq) analysis or, after a 24-h fixation in 10%-neutral buffered formalin, were embedded in paraffin for histopathological evaluations. Heart weights were normalized to tibial length to assess cardiac hypertrophy independently of body weight.

**Figure 1:**
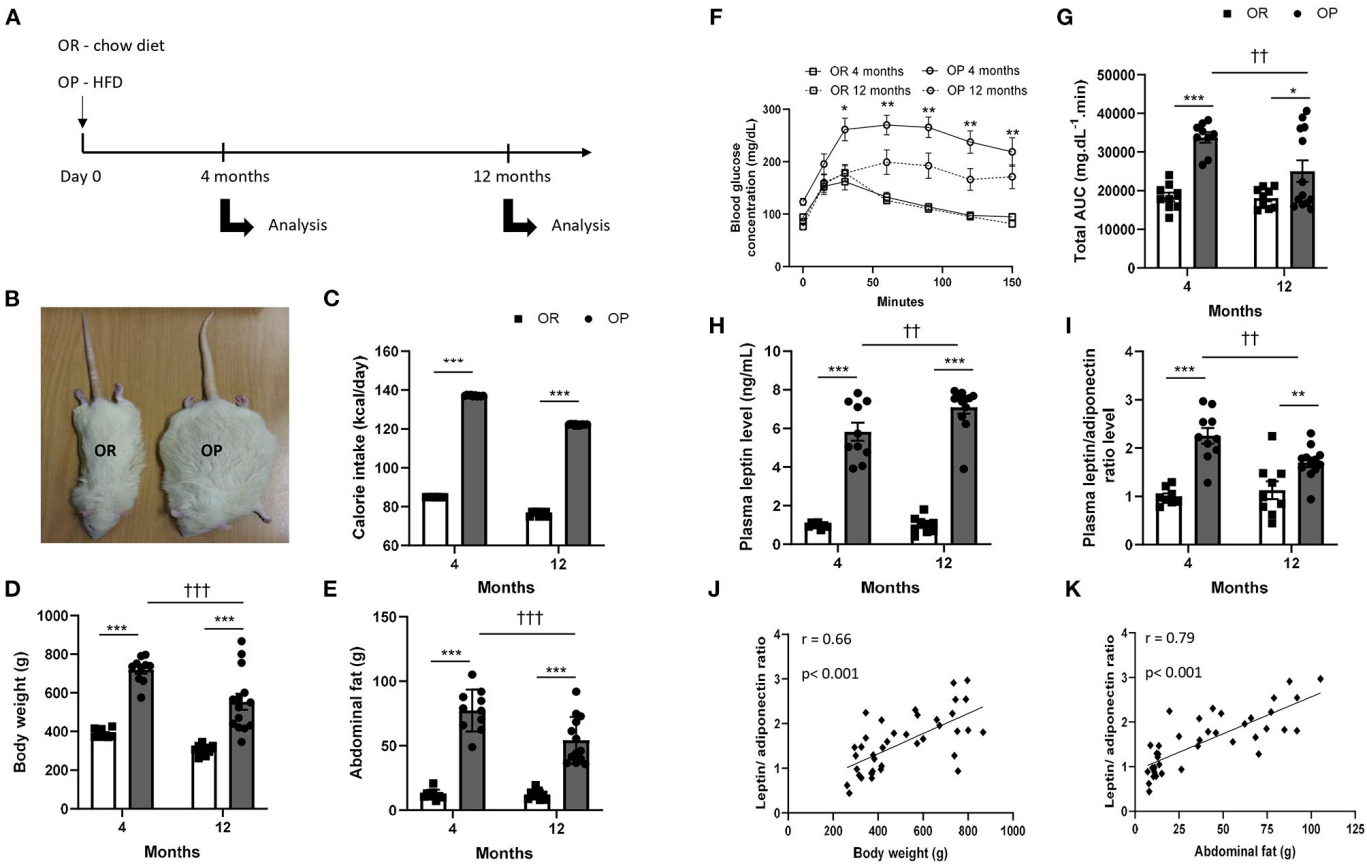
High-fat diet fed obesity-prone (OP) rats present all characteristics of metabolic syndrome after 12 months. **(A)** Experimental design. Obesity-resistant (OR) and obesity-prone (OP) rats were respectively maintained on normal standard chow or high-fat diet for 4 and 12 months and then analyzed. **(B)** Representative illustrative picture of high-fat diet fed obesity-prone (OP; on the right) vs. normal chow-fed obesity-resistant (OR; on the left) rats at 12 months. **(C)** Averaged daily calorie intake evaluated along the 4 and 12 months of the study, in high-fat diet-fed obesity-prone (OP; black bars) vs. normal chow-fed obesity-resistant rats (OR; white bars). Body **(D)** and total abdominal fat weights **(E)** of high-fat diet-fed obesity-prone (OP; black bars) vs. normal chow-fed obesity-resistant (OR; white bars) rats at 4 and 12 months. Glycemic response during fasting glucose tolerance test **(F)** and corresponding total area under the curve [AUC; (**G)**] in high-fat diet-fed obesity-prone (OP; black bars) vs. normal chow-fed obesity-resistant (OR; white bars) rats at 4 and 12 months. Data are presented as mean ± SEM (*n* = 8–14 rats per group). *0.01 < *p* < 0.05, **0.001 < *p* < 0.01, ***p < 0.001, high-fat diet in obesity-prone (OP) vs. normal chow in obesity-resistant (OR) rats; ^††^0.001 < *p* < 0.01, ^†*††*^*p* < 0.001, 4- vs. 12-month high-fat diet in obesity-prone (OP) vs. normal chow in obesity resistant (OR) rats. Plasma adipokine profile in high-fat diet-fed obesity-prone (OP) and normal chow-fed obesity-resistant (OR) rats after 4 and 12 months. **(H)** Plasma leptin levels and **(I)** leptin-to-adiponectin level ratio in high-fat diet-fed obesity-prone (OP; black bars) vs. normal chow-fed obesity-resistant (OR; white bars) rats at 4 and 12 months. Data are presented as mean ± SEM (*n* = 8–14 rats per group). ***p < 0.001, high-fat diet in obesity-prone (OP) vs. normal chow in obesity-resistant (OR) rats; ^††^0.001 < *p* < 0.01, 4- vs. 12-month high-fat diet in obesity-prone (OP) rats. Correlations between plasma leptin-to-adiponectin ratio and different characteristics of metabolic syndrome, including body weight **(J)** and total abdominal fat weight **(K)**. Data of all experimental groups and both 4- and 12-month protocol duration were gathered and analyzed together using a parametric Pearson's correlation coefficient analysis.

### Biochemical Analysis

To analyze potential alterations in glucose metabolism, a glucose-tolerance test was performed by intraperitoneal injection of glucose (2 g.kg^−1^ in saline) after overnight fasting. Glucose levels (mg.dL^−1^) were measured, with a portable glucometer (Contour XT kit, Bayer HealthCare, Loos France), from a drop of blood taken at the tip of the tail before (0 min) and at 15, 30, 60, 90, 120 and 150 min after glucose administration. Glucose tolerance was obtained from the area under the curve (obtained from the serum glucose concentration *vs*. time points), using Graphpad Prism 9.0 (Graphpad software, San Diego, California, USA).

Concentrations of triglycerides, total cholesterol and HDL-cholesterol were determined using Cobas8000® in plasma samples, according to manufacturer's instructions. Plasma concentration of LDL-cholesterol was calculated.

### Plasma Levels of Adipokines and Cardiac Biomarkers

Plasma concentrations of leptin and adiponectin were determined with rat leptin (KRC2281; Thermo Fisher Scientific, Waltham, MA, USA) and adiponectin (RRP300; R&D Systems, Minneapolis, USA) enzyme-linked immunosorbent assay (ELISA) kits respectively, according to manufacturers' instructions. Results were presented as the mean value of duplicated experiments.

Plasma levels of cardiac biomarkers, including N-terminal (NT) pro-B-type natriuretic peptide (BNP) and interleukin-1 receptor-like 1 (IL-1RL1, commonly called sST2), were evaluated using rat NT-proBNP (MBS012301; MyBioSource, San Diego, USA) and sST2 (MBS9348955; MyBioSource, San Diego, USA) ELISA kits respectively, according to manufacturers' instructions. Results were presented as the mean value of duplicated experiments.

### Echocardiography

Transthoracic 2D, M-mode and Doppler echocardiography was performed using a digital ultrasound machine (Vivid-7, GE Healthcare, Etat, USA) equipped with a 12-MHz phased array transducer (Hewlett Packard, Palo Alto, CA) to assess cardiac structure and function. Animals were sedated with an intraperitoneal injection of ketamine (24 mg.kg^−1^) and medetomidine (0.32 mg.kg^−1^) and placed in right and left lateral recumbent positions on a heating pad to control body temperature. Sedation was confirmed by lack of response to firm pressure on one of the hind paws. Electrocardiogram was monitored via limb leads throughout the procedure. All measurements were obtained by the same observer according to methods recommended by the American Society of Echocardiography currently applied to humans (17).

Two-dimensional M-mode and pulsed-wave Doppler echocardiography was performed in the right parasternal (long- and short- axis) and subcostal views. Diastolic (d) and systolic (s), septal (SWT) and posterior wall thickness (PWT) and LV diameters (LVID) were measured in M-mode from a LV short axis view at the level of *chordae tendinae* and fractional shortening (FS) was calculated. LV ejection fraction (LVEF) was derived using the Teichholz formula. To estimate LV hypertrophy, relative wall thickness ((SWTd + PWTd)/LVEDD), relative wall area (LV epicardial short-axis area—LV endocardial short-axis)/LV epicardial short-axis area) were calculated. LV mass was calculated using the American Society of Echocardiography recommended formula: LV Mass = 1.05 (5 /6 × A × L), where A (epicardial area—endocardial area) is planimetered short-axis area obtained at the papillary muscle level, and L is the LV length (apex to mid-mitral annulus plane) obtained from the parasternal long-axis view normalized for tibial length, to assess LV weight independently of body weight. Aortic flow was measured from the subcostal window to calculate forward stroke volume and cardiac output. All parameters were measured for at least three heart beats, at end-diastole and end-systole. An averaged value for each animal was used.

### Hemodynamic Measurements

Invasive hemodynamic evaluation through close-chest LV and right ventricular catheterization was performed in spontaneously breathing rats under anesthesia using a rodent anesthesia system (Minerve, Esternay, France; isoflurane: 4% for induction, 2% during surgery and 1% while performing hemodynamic measurements). Left carotid artery was cannulated with a microtip pressure catheter (rodent catheter 1.6F, Transonic, The Netherlands), which was gently placed in the middle of the left ventricle. LV end-systolic and end-diastolic pressures were measured. LV end-systolic pressure was used for systemic vascular resistance calculation. Thereafter, the microtip pressure catheter was moved and placed in the middle of the right ventricle through the right external jugular vein cannulation. Correct anatomic placement was confirmed by respective pressure contours. After, right ventricular systolic pressure was measured. Hemodynamic data were recorded and analyzed with a ADV500 PV data acquisition system (Transonic, AD Instruments, The Netherlands) after stabilizing the pressure line for each animal.

### Histological Analysis—Cardiac Morphometry

Three-micrometer myocardial sections were taken along the transversal axis of the heart and stained with hematoxylin-eosin for overall morphological analysis, as previously described (18). Briefly, mean cross-sectional areas of cardiomyocytes were calculated by measuring at least 50 cells for each myocardial sample (at a 400-fold magnification in light microscopy). From these hematoxylin-eosin-stained myocardial sections, structural vascular density (number of cardiac vessels/mm^2^) was evaluated using at least 20 randomly selected microscopic fields (at a 200-fold magnification in light microscopy) of myocardial sections. All morphological analyses were performed using a LEICA DFC425C camera and LEICA DM2000 microscope (Leica Microsystems; Heerbrugg, Germany) and Image J analysis software (imagej.nih.gov/ij/) in a blind fashion by two independent investigators. Averaged values of cross-sectional areas of myocardial cells and of number of cardiac vessels were used as indicators of cardiomyocyte size and myocardial vascular density respectively.

Myocardial interstitial and perivascular fibrosis were evaluated by Masson's Trichrome and by Picrosirius red staining to assess the presence of collagen accumulation and fibrosis within myocardial sections. Picrosirius red staining was also observed under polarized light microscopy.

### Quantification of Nitric Oxide (NO) Metabolite (Nitrite) Production

Four mm-length segments of freshly collected thoracic aorta were incubated during one hour with Krebs solution-Henseleit solution (118 mmol.L^−1^ NaCl; 4.7 mmol.L^−1^ KCl; 1.2 mmol.L^−1^ MgSO_4_; 1.2 mmol.L^−1^ KH_2_PO_4_; 2.5 mmol.L^−1^ CaCl_2_; 25 mmol.L^−1^ NaHCO_3_; 5.1 mmol.L^−1^ glucose; Merck, Darmstadt, Germany) in a 24-well cell culture plate. Supernatants were collected and the levels of NO were measured indirectly by the determination the nitrite levels, using the Measure-iT^TM^ High-Sensitivity Nitrite Assay kit (Molecular Probes, Eugene, USA) according to the manufacturer's instructions. Briefly, collected supernatants were ultra-filtered through a 10 000-molecular weight cut-off filter to eliminate proteins (VWR; Leuven, Belgium). Fluorescence was measured in triplicate with a microplate reader at 365/450 nm. Nitrite concentrations were obtained by referring to a standard curve realized in parallel and expressed in mol.L^−1^.

### RNA Extraction and RNA-Seq Data Acquisition

Total RNA was extracted from three randomly chosen snap-frozen myocardial tissue samples from 12-month OP and OR rats, using TRIzol reagent (Invitrogen, Merelbeke, Belgium), followed by a chloroform/ethanol extraction and a final purification using QIAGEN RNeasy® Mini kit (QIAGEN, Hilden, Germany), according to manufacturer's instructions. RNA sample concentration was determined with a standard spectrophotometer Nanodrop® (ND-1000; Isogen Life Sciences, De Meern, The Netherlands) and RNA integrity was assessed by visual inspection of GelRed (Biotium, Hayward, California)-stained agarose gels. RNA sample quality was finally checked using a Fragment Analyzer 5200 (Agilent, Santa Clara, CA, USA).

RNA-seq was performed at the Brussels Interuniversity Genomics High Throughput core (www.brightcore.be). Briefly, indexed cDNA libraries were obtained using the TruSeq RNA sample preparation kit (Illumina, San Diego, CA, USA) following the manufacturers' instructions. The multiplexed libraries were loaded on a Novaseq 6000 (Illumina) using a S2 flow cell and sequences were produced using a 200 Cycle Kit. Approximately 25-million paired-end reads per sample were mapped against the *rattus norvegicus* (Rnor 6.0) reference genome using STAR software (version STAR_2.5.3a) to generate read alignments for each sample. Annotations Rnor 6.0.103.gtf were obtained from ftp.Ensembl.org. After transcripts assembling, gene level counts were obtained using HTSeq tool (version HTSeq_0.9.1).

### Gene Ontology and iDEP Pathway Analysis of Differentially Expressed Genes

Hierarchical clustering and differentially expressed genes between high-fat diet fed OP rat and standard chow fed OR rat group were obtained using the integrated website application for analysis of RNA-seq data iDEP (http://bioinformatics.sdstate.edu/idep/). The genes with a *p*-value < 0.05 and an absolute log-fold change > 1 were selected for further evaluation. The volcano plot was constructed using VolcaNoseR (https://huygens.science.uva.nl/VolcaNoseR/). Gene ontology (GO) and pathways enrichment analysis was applied to these differentially expressed genes using Enrichr (Mouse Pathways database) (http://amp.pharm.mssm.edu/Enrichr). In parallel, manual literature analysis was realized for each differentially expressed gene regarding their molecular function in the rats and implication in HFpEF. Heatmap visualization was realized using R software v4.0.3 (https://www.r-project.org). The corresponding detailed results of RNA sequencing analysis are available at the GEO number: GSE189190.

### Real-Time Quantitative Polymerase Chain Reaction (RTq-PCR)

Reverse transcription was performed using random hexamer primers and Superscript II Reverse Transcriptase (Invitrogen, Merelbeke, Belgium), according to the manufacturer's instructions.

For RTq-PCR, sense and antisense primers were designed using Primer3 program for *rattus norvegicus* superoxide dismutase (SOD) 1 and 2, glyceraldehyde 3-phosphate dehydrogenase (GAPDH) and hypoxanthine phosphoribosyl transferase (HPRT) 1 mRNA sequences. To avoid inappropriate amplification of residual genomic DNA, intron-spanning primers were selected when exon sequences were known. For each sample, amplification reaction was performed in triplicate using SYBR Green PCR Master Mix (Quanta Biosciences, Gaithersburg, MD, USA), specific primers and diluted template cDNA. Result analysis was performed using an iCycler System (BioRad Laboratories). Relative quantification was achieved by normalization with the housekeeping genes, GAPDH and HPRT1.

### Statistical Analysis

All data were presented as mean ± standard error of the mean (SEM). Statistical analysis was performed using Graphpad Prism 9.0 (Graphpad, San Diego, California, USA). Intergroup comparisons were tested by two-factor ANOVA for multiple measurements and LVd mass results were tested with one-way ANOVA. When the F ratio of these analyzes reached a critical *p*-value < 0.05, comparisons were made with a parametric Student *t*-test followed by Bonferroni correction as *post-hoc* test. A value of *p* < 0.05 was considered as statistically significant; n represents the number of individual data.

Correlations were analyzed parametrically by the determination of the Pearson correlation coefficient and non-parametrically by the Spearman's rank correlation coefficient.

## Results

### High-Fat Diet in Obesity-Prone Rats Leads to Metabolic Syndrome

#### General and Abdominal Obesity

At baseline, body weights of 4-week-old OP and OR rats were similar (93 ± 2 *vs*. 93 ± 1 g in OP *vs*. OR rats). During the last 5 weeks of 4- and 12-month protocols, food intake was recorded and corresponding daily calorie intake was calculated and averaged. Despite their high-calorie diet (45% kilocalories from lipids and 17% from sugars), OP rats showed a higher daily food consumption (Figure 1C). Total daily calorie intake was greater by 35% in OP rats eating a high-fat diet compared to standard chow-fed OR rats (Figure 1C) independently of protocol length. Consumption of a high-fat diet for 4 and 12 months in OP rats promoted higher body (Figures 1B,D) and abdominal fat (Figure 1E) weight gains. These markers of general and intra-abdominal (visceral) obesity were already present and even higher after 4 compared to 12 months (85- *vs*. 82%-increases in body weight and 541- *vs*. 348%-increases in abdominal fat weight after 4 *vs*. 12 months respectively, in OP compared to OR rats; Figures 1D,E).

#### Metabolic Profile

Plasma levels of triglycerides, total cholesterol, and low- (LDL) and high-density (HDL)-cholesterol, were increased after 4 months, and even more so after 12 months of high-fat diet in OP rats (Table 1), suggesting aggravated dyslipidemia over time. The ratio of LDL-to-HDL-cholesterol was 3- and 4-fold increased after 4- and 12-month high-fat diet respectively in OP rats compared to their lean counterparts (Table 1).

**Table 1:** Evolution of plasma lipid profile in high-fat diet-fed obesity-prone and in normal chow-fed obesity-resistant rats during 4 and 12 months.

	**4 months**			**12 months**			***p* 4- vs. 12-month high fat diet in OP rats**
	**Normal chow in OR rats (*n* = 8)**	**High fat diet** **in OP rats** **(*n* = 10)**	***p***	**Normal chow** **in OR rats ** **(*n* = 8)**	**High fat diet in OP rats (*n* = 14)**	***p***	
Triglycerides (in mg.dL^−1^)	90 ± 9	218 ± 27	***	131 ± 16	910 ± 136	***	^†*††*^
Total cholesterol (in mg.dL^−1^)	55 ± 2	109 ± 9	*	73 ± 4	214 ± 22	***	^†*††*^
HDL-cholesterol (in mg.dL^−1^)	44 ± 1	66 ± 5	**	54 ± 2	86 ± 6	***	^††^
LDL-cholesterol (in mg.dL^−1^)	10 ± 1	43 ± 7	***	19 ± 2	128 ± 19	***	^†*††*^
LDL/HDL ratio	0.23 ± 0.02	0.69 ± 0.14	*	0.35 ± 0.03	1.55 ± 0.20	***	^†*††*^

Values are expressed as means ± SEM. *0.01 < p < 0.05, **0.001 < p < 0.01, ***p < 0.001, high-fat diet-fed in obesity-prone (OP) vs. normal chow-fed in obesity-resistant (OR) rats. ^††^0.001 < p < 0.01, ^†††^p < 0.001, 12- vs. 4-month high-fat diet-fed in obesity-prone (OP) rats. HDL means high-density lipoprotein; LDL, low-density lipoprotein; OR, obesity-resistant rats; OP, obesity-prone rats.

As illustrated in Figure 1F, fasting blood glucose levels were similar in OP rats fed with a 4- and 12-month high-fat diet compared to OR rats. In order to test the effects of high-fat diet on metabolic parameters in OP rats, we used an intraperitoneal glucose tolerance test to assess glucose sensitivity. Serum glucose levels at 30, 60, 90, 120 and 150 min were significantly higher in OP rats fed with high-fat diet during 4 months than those observed in standard chow-fed OR rats with an apparent lower clearance (Figure 1F). Serum glucose curves did not return to their basal glucose levels 150 min after glucose administration in both 4- and 12-month high-fat diet-fed OP rat groups. Total AUC of serum glucose levels between 0 and 150 min were shown for the four groups of rats in Figure 1G. The AUC of 4- and 12-month high-fat diet-fed OP rats were higher than those observed in corresponding OR rats, with maximal AUC-value after 4 months of high-fat dieting. This suggested that high-fat diet in OP rats induced glucose intolerance at 4 and 12 months and that this was more pronounced at 4 months.

Because adipokines play important roles in the pathophysiological link between dysfunctional adipose tissue and cardiometabolic alterations, we evaluated the effects of high-fat diet on plasma adipokine levels. Plasma concentration of leptin was increased in OP rats after a 4-month and much more after a 12-month high-fat diet (Figure 1H). The concentration of adiponectin was also increased in these animals (4.2 ± 0.6 *vs*. 1.8 ± 0.4 μg.mL^−1^ and 7.5 ± 0.9 *vs*. 1.6 ± 0.4 μg.mL^−1^ in high-fat diet-fed OP compared to OR rats after 4 and 12 months respectively; *p* < 0.001). Leptin-to-adiponectin ratio, which has been proposed as a marker of adipose tissue dysfunction (19), was increased by 2-fold in high-fat diet-fed OP rats after 4 months (Figure 1I). After 12 months, this ratio was slightly lower compared to 4 months, but remained higher in obese rats compared to their lean counterparts (Figure 1I). This leptin-to-adiponectin ratio was correlated to body (Figure 1J) and abdominal fat (Figure 1K) weights.

#### Systemic Hypertension

While LV systolic pressure was similar in both groups of rats after 4 months, high-fat diet was associated with an increase in LV systolic pressure after 12 months in OP rats fed with high-fat diet (Figure 2A).

**Figure 2:**
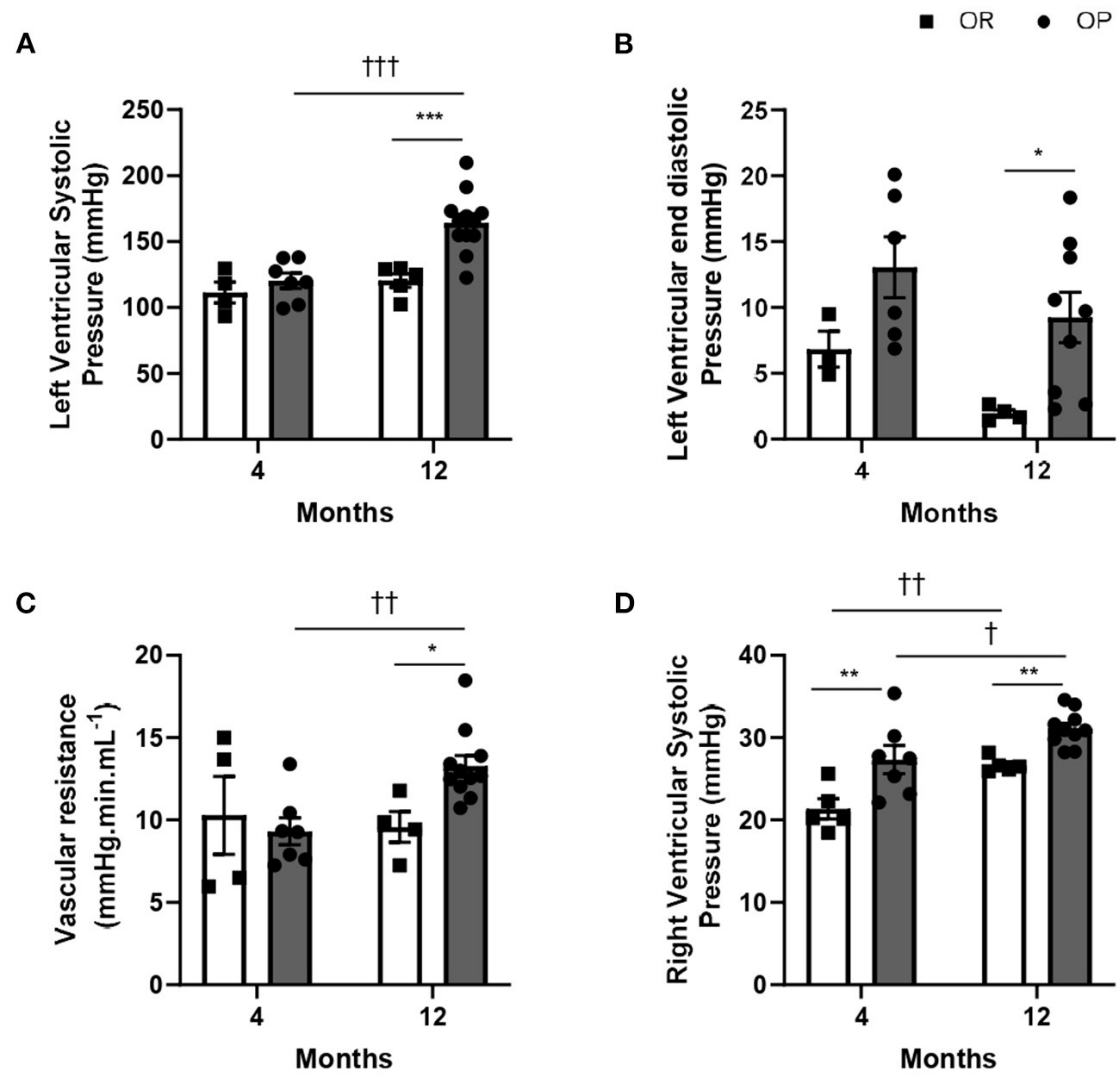
Hemodynamic characterization of high-fat diet-fed obesity-prone (OP) and normal chow-fed obesity-resistant (OR) rats after 4 and 12 months. **(A)** Left ventricular systolic (LVSP) and **(B)** end-diastolic pressures in high-fat diet-fed obesity-prone (OP; black bars) vs. normal chow-fed obesity-resistant (OR; white bars) rats at 4 and 12 months. **(C)** Total systemic vascular resistance was calculated as the ratio between the left ventricular systolic pressure (evaluated by closed-chest left ventricular catheterization) and the normalized cardiac output (evaluated by echocardiography) in high-fat diet-fed obesity-prone (OP; black bars) vs. normal chow-fed obesity-resistant (OR; white bars) rats at 4 and 12 months. **(D)** Right ventricular systolic pressure in high-fat diet-fed obesity-prone (OP; black bars) vs. normal chow-fed obesity-resistant rats (OR; white bars) at 4 and 12 months. Data are presented as mean ± SEM (*n* = 8–14 rats per group). *0.01 < *p* < 0.05, **0.001 < *p* < 0.01, ***0.001 < *p*, high-fat diet in obesity-prone (OP) vs. normal chow in obesity-resistant (OR) rats; ^†^0.01 < *p* < 0.05, ^††^0.001 < *p* < 0.01, ^†*††*^*p* < 0.001, 4- vs. 12-month high-fat diet in obesity-prone (OP) or obesity-resistant (OR) rats.

#### Characterization of Metabolic Syndrome

All characteristics of metabolic syndrome, except alterations in LV pressures, were already present after 4-month high-fat diet in OP rats. Even if the phenotype of metabolic syndrome and associated metabolic characteristics were less exacerbated (than after 4 months), LV systolic pressure was markedly increased after 12-month protocol (Figure 2A), showing LV pressure overload.

### Metabolic Syndrome Evolves to HFpEF Overtime

#### Hemodynamic Evaluation

High-fat diet in OP rats was associated with increased LV end-diastolic pressure after 12 months, while no change was observed after 4 months (Figure 2B). As illustrated in Figure 2C, high-fat diet in OP rats increased systemic vascular resistance by 24% after 12 months. Right ventricular catheterization using a closed-chest approach was performed to evaluate pulmonary pressure in these rats. After 4 and 12 months, metabolic syndrome resulted in the development of mild pulmonary hypertension (assessed by increased right ventricular systolic pressure) in OP rats fed with high-fat diet (Figure 2D).

#### LV Structure

Echocardiography was performed in the two groups of rats after 4 and 12 months to assess cardiac structure and function. As illustrated in Table 2, there was no difference in heart rates between groups at both 4- and 12-month time points. All echocardiographic parameters measured after 4 months were similar between OP rats fed with high-fat diet and their lean counterparts (Table 2). After 12 months, metabolic syndrome resulted in significant LV wall hypertrophy (Figure 3), as evaluated by increased LV mass (standardized for tibial length; Figure 3A), relative wall thickness (RWT) and relative wall area (Table 2; Figures 3C,D). This concentric LV hypertrophy assessed by echocardiography was confirmed, at autopsy, by whole heart (Figure 3B) and cardiomyocyte (Figure 4) morphometric analysis. Total heart weight (normalized to tibial length) was similarly increased after 4 and 12 months in OP rats fed with high-fat diet (Figure 3B). The LV of the 12-month high-fat diet-fed OP rats presented obvious cardiomyocyte hypertrophy, characterized by an increase in cell surface area compared to obesity-resistant rats (Figures 4Aa1,2,B). In contrast, after 4-month high-fat diet, cardiomyocyte surface area was reduced compared to OR rats (Figure 4B). Because myocardial interstitial fibrosis and collagen deposition influence the mechanical properties of the myocardium, we used Masson's Trichrome (Figure 4Aa3,4) and Picrosirius red (Figure 4Aa5–12) staining to detect fibrotic area. LV fibrosis, characterized by interstitial and perivascular fibrotic deposition, was exacerbated in high-fat diet-fed OP rats after 12 months (Figure 4Aa5–12). Capillary density, determined as the number of capillaries/μm^2^ of myocardial tissue, was evaluated in LV cross sections. No differences were observed between the four groups of rats (19 ± 3 *vs*. 19 ± 2 and 16 ± 2 *vs*. 16 ± 1 capillaries/mm^2^ myocardial tissue section in OP *vs*. OR rats after 4 and 12 months respectively, p> 0.05 for all comparisons). Consistently, capillary-to-cardiomyocyte ratio remained unchanged between groups (data not shown). Myocardial infiltration with inflammatory cells (performed on hematoxylin-eosin-stained sections) was similar in all 4 groups of rats (data not shown).

**Table 2:** Two-dimensional and M-mode echocardiographic parameters of left ventricular structure and function in high-fat diet-fed obesity-prone and in normal chow-fed obesity-resistant rats during 4 and 12 months.

	**4 months**			**12 months**			***p* 4- vs. 12-month high fat diet in OP rats**
	**Normal chow in OR rats (*n* = 8)**	**High fat diet in OP rats** **(*n* = 10)**	***p***	**Normal chow** **in OR rats (*n* = 8)**	**High fat diet in OP rats (*n* = 14)**	***p***	
Heart rate (in beats/min)	258 ± 13	257 ± 10	NS	227 ± 5	208 ± 8	NS	NS
Relative LV wall surface area	0.53 ± 0.01	0.52 ± 0.02	NS	0.54 ± 0.01	0.59 ± 0.02	*	^††^
LVEF (in %)	63 ± 2	68 ± 5	NS	63 ± 2	69 ± 3	NS	NS
FS (in %)	30 ± 1	34 ± 3	NS	30 ± 1	35 ± 3	NS	NS
LVIDd (in mm)	1.80 ± 0.04	1.77 ± 0.07	NS	1.78 ± 0.05	1.79 ± 0.08	NS	NS
LVRWT	0.42 ± 0.02	0.47 ± 0.03	NS	0.42 ± 0.02	0.51 ± 0.03	*	NS
Stroke volume (in mL)	0.26 ± 0.04	0.25 ± 0.02	NS	0.23 ± 0.01	0.28 ± 0.02	0.09	NS
Cardiac output (in mL/min)	15.3 ± 3.4	14.0 ± 1.3	NS	13.6 ± 0.4	13.2 ± 0.8	NS	NS

Values are represented as means ± SEM. ^*^0.01 < p < 0.05, high-fat diet fed in obesity-prone (OP) vs. normal chow fed in obesity-resistant (OR) rats. ^††^0.001 < p < 0.01 12- vs. 4-month high-fat diet fed in obesity-prone (OP) rats. Relative left ventricular wall surface area was calculated as follows: (LVAd sax EPI – LVAd sax PM)/(LVAd sax EPI), where LVAd sax EPI means left ventricular epicardial short-axis area at the papillary muscle tip level at end-diastole, and LVAd sax PM, left ventricular endocardial short-axis at the papillary muscle tip level at end diastole and was used to estimate left ventricular hypertrophy. Stroke volume was calculated as follows: (LVOT VTI x aortic cross-sectional area), where LVOT VTI means left ventricular outflow tract velocity time integral (used as a measure of cardiac systolic function and cardiac output) and the aortic cross-sectional area (in mm). Cardiac output was calculated with the formula (stroke volume x heart rate). LV means left ventricular; LVEF, left ventricular ejection fraction; FS, fractional shortening; LVIDd, left ventricular internal diastolic dimension (indexed for tibia length); LVRWT, relative wall thickness; OR, obesity-resistant rats; OP, obesity-prone rats; NS, not significant.

**Figure 3:**
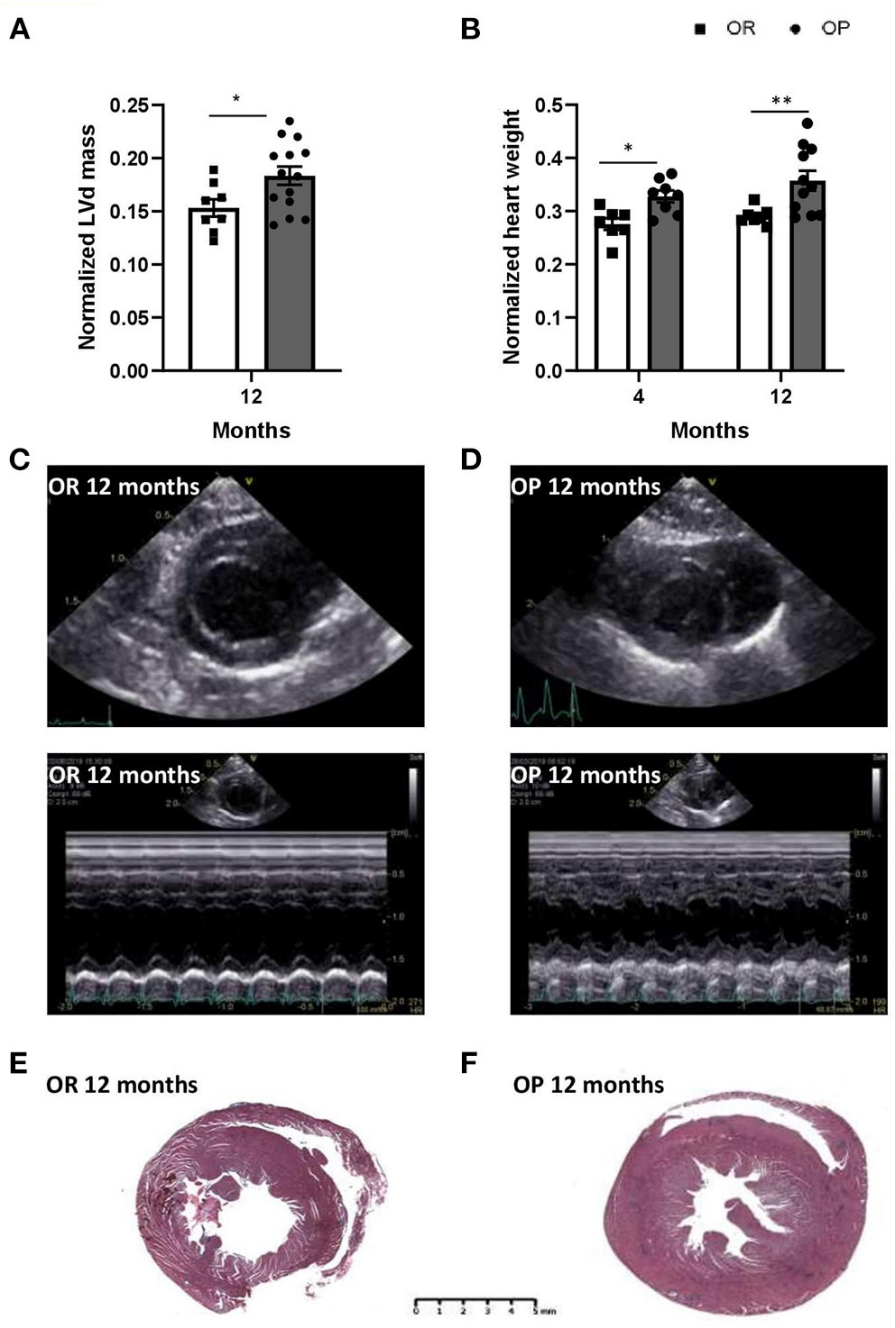
High-fat diet-fed obesity-prone (OP) rats display, after 12 months, key alterations found in clinical HFpEF. **(A)** Echocardiographic evaluation of left ventricle mass normalized to tibial length (in mm) in high-fat diet fed obesity-prone (OP; black bars) vs. normal chow fed obesity-resistant (OR; white bars) rats at 12 months. **(B)** Ratio of heart weight (in g) to tibial length (TL; in cm) in high-fat diet-fed obesity-prone (OP; black bars) vs. normal chow-fed obesity-resistant rats (OR; white bars) at 4 and 12 months. Data are presented as mean ± SEM (*n* = 8–14 rats per group). *0.01 < *p* < 0.05, **0.001 < *p* < 0.01, high-fat diet in obesity-prone (OP) vs. normal chow in obesity-resistant (OR) rats. Representative left ventricular bi-dimensional (top) and M-mode echocardiographic (bottom) tracings in normal chow fed obesity-resistant [OR; **(C)**] and high-fat diet-fed obesity-prone [OP; **(D)**] rats at 12 months. Images are representative of 10 independent rats. Representative Masson Trichrome-stained myocardial macro cross-sections at ventricle level from normal chow-fed obesity-resistant [OR; **(E)**] and high-fat diet-fed obesity-prone [OP; **(F)**] rats at 12 months. Scale bar: 5 mm.

**Figure 4:**
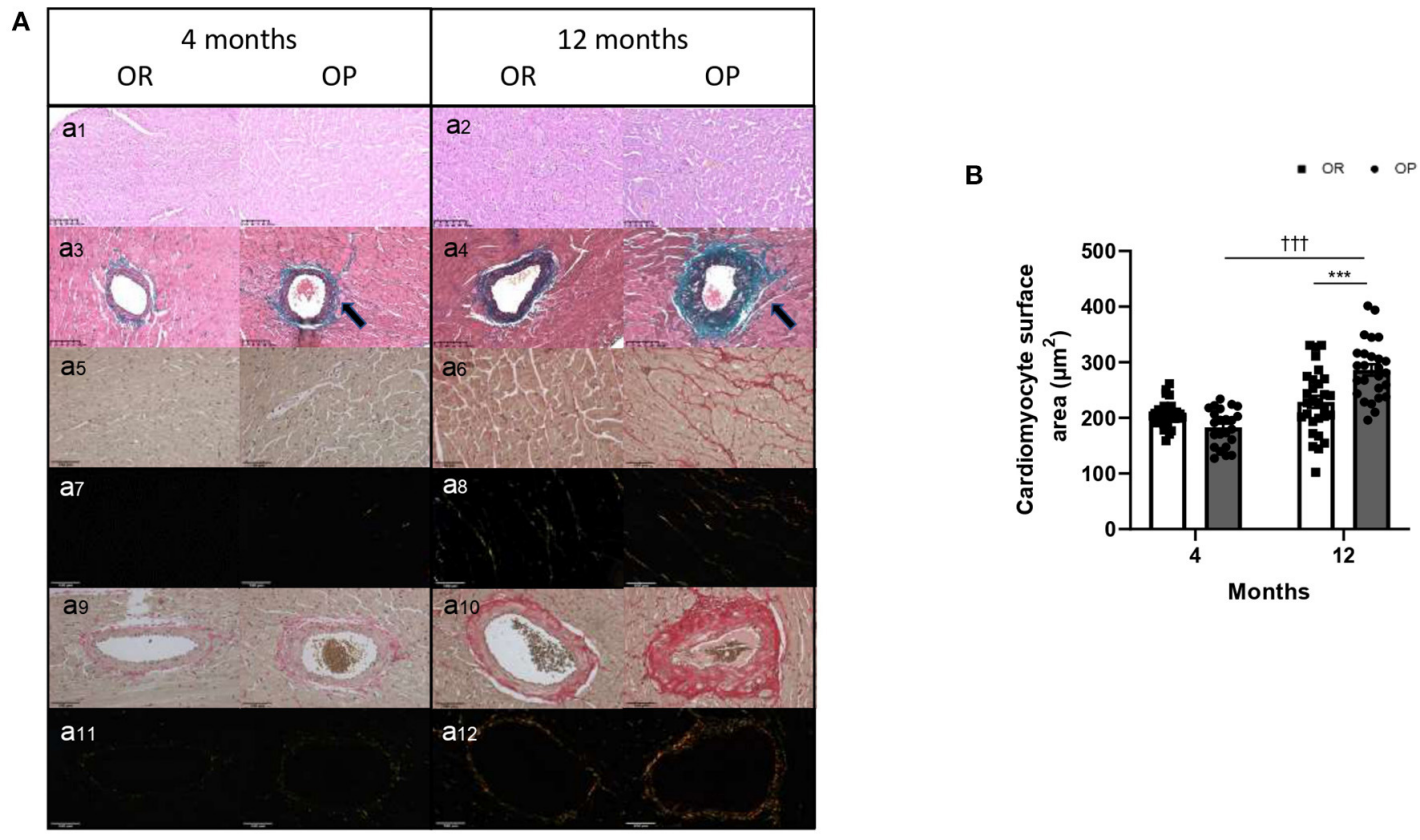
Myocardial structure, including cardiomyocyte hypertrophy and fibrosis, in high-fat diet-fed obesity-prone (OP) and normal chow-fed obesity-resistant (OR) rats after 4 and 12 months. **(A)** Representative images of hematoxylin and eosin-stained sections of left ventricle (a1,2) from high-fat diet-fed obesity-prone (OP) and normal chow-fed obesity-resistant rats (OR) at 4 (a1) and 12 months (a2). Representative Masson Trichrome-stained sections of myocardial vessels (a3,4) from high-fat diet-fed obesity-prone (OP) and normal chow-fed obesity-resistant rats (OR) at 4 (a3) and 12 months (a4). Trichrome Masson staining was performed to detect fibrotic areas [collagen fibers stained in green; indicated by arrows in a3,4]. Representative images of Picrosirius red-stained sections of left ventricle observed using classical and polarized light microscopy (a5–8 respectively) and of myocardial vessels (a9–12 respectively) from high-fat diet-fed obesity-prone (OP) and normal chow-fed obesity-resistant rats (OR) at 4 and 12 months. Myocardial interstitial and vascular sections were obtained at 200-fold magnification. Scale bars: 100 μm. **(B)** Cardiomyocyte hypertrophy (assessed by cardiomyocyte area in square micrometer) in left ventricles from high-fat diet-fed obesity-prone (OP; black bars) and normal chow-fed obesity-resistant rats (OR; white bars) at 4 and 12 months. Data are presented as mean ± SEM (25 images for each animal; *n* = 2–3 rats per group). ***0.001 < *p*, high-fat diet in obesity-prone (OP) vs. normal chow in obesity-resistant (OR) rats; ^†*††*^*p* < 0.001, 4- vs. 12-month high-fat diet in obesity-prone (OP) rats.

#### LV Systolic Function

After 4 and 12 months, LV cavity sizes remained within the normal range and were similar in OP and OR rats, as assessed by unchanged LVIDd adjusted for tibial length. LVEF remained unaltered, with normal values above 60% (Table 2). No significant differences in FS (with normal values above 25%), stroke volume and cardiac output were observed (Table 2). Altogether, this strongly suggested preserved LV systolic function in OP rats with metabolic syndrome induced by a 12-month high-fat diet.

#### Cardiac and Endothelial Biomarkers

Circulating levels of cardiac diagnostic biomarkers for heart failure and cardiac dysfunction, including NT-proBNP and sST2, were evaluated in the two groups of rats at both time points. After 4 months, plasma levels of NT-proBNP were not significantly different between OP and OR rats, while NT-proBNP levels decreased after 12 months in rats with metabolic syndrome compared to their lean counterparts (Figure 5A). Plasma sST2 levels markedly increased in OP rats fed with high-fat diet during 12 months, while sST2 remained low after 4 months (Figure 5B). Plasma sST2 levels were correlated to LV relative wall area (Figure 5C) and LV systolic pressure (Figure 5D). As illustrated in Figure 5E, release of NO was decreased in thoracic aorta collected in 12-month high-fat diet fed OP rats compared to controls.

**Figure 5:**
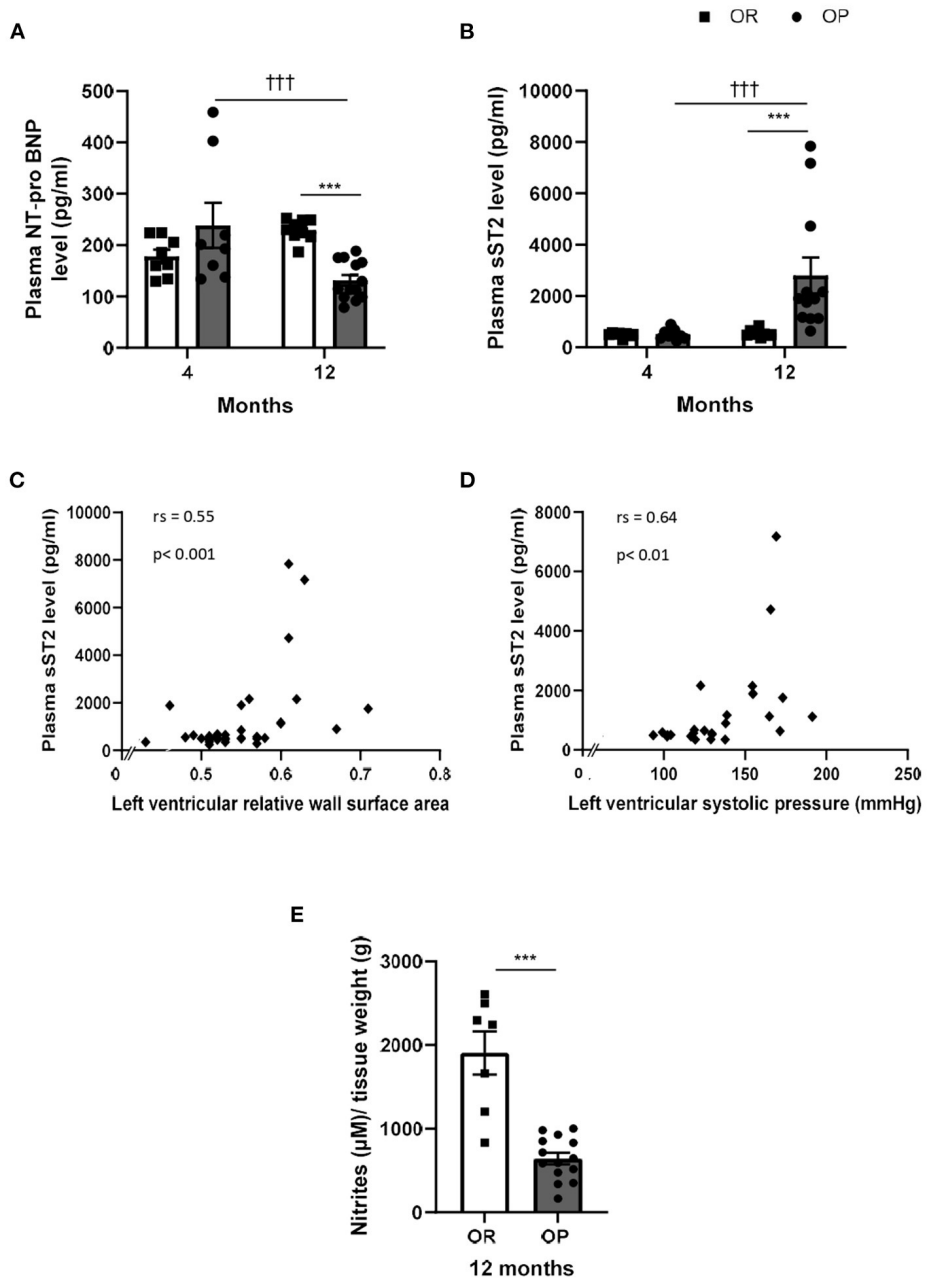
Plasma cardiac biomarkers in high-fat diet-fed obesity-prone (OP) and normal chow-fed obesity-resistant (OR) rats after 4 and 12 months. Plasma levels of N-Terminal pro-B-type natriuretic peptide [NT-proBNP; **(A)**] and soluble suppression of tumorigenicity 2 [sST2; **(B)**] in high-fat diet-fed obesity-prone (OP; black bars) vs. normal chow-fed obesity-resistant rats (OR; white bars) at 4 and 12 months. Data are presented as mean ± SEM (*n* = 8–14 rats per group). ***p < 0.001, high-fat diet in obesity-prone (OP) vs. normal chow in obesity-resistant (OR) rats; ^†*††*^*p* < 0.001 4- vs. 12-month high-fat diet in obesity-prone (OP) rats. Correlations between plasma soluble ST2 levels and left ventricular structure and hemodynamic parameters, including left ventricular relative surface area **(C)** and left ventricular systolic pressure [LVSP; **(D)**] respectively. Data of all experimental groups and both 4- and 12-month protocol duration were gathered and analyzed together using a non-parametric Spearman's rank correlation coefficient analysis. Concentration of nitrites/NO **(E)** in supernatants of endothelium-intact thoracic aortic rings collected in 12-month high-fat diet-fed obesity-prone rats (OP; black bars) vs. normal chow-fed obesity resistant rats (OR; white bars) incubated during one hour with Krebs solution. Data are presented as mean ± SEM (*n* = 9–14 rats per group). ***p < 0.001 high-fat diet in obesity-prone (OP) vs. normal chow in obesity-resistant (OR) rats.

#### Pathobiological Myocardial Characterization

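Myocardial RNA from 3 randomly chosen OP rats fed the high-fat diet for 12 months (45% of energy from lipids, 17% from sucrose) and from 3 OR rats fed normal chow for 12 months (5% and 2%) was sequenced, 1 library per rat. Line and diet changed together in this comparison, so a difference between the groups belongs to the pair of them and not to either alone. The deposited table lists 32883 genes with reads scaled by the authors to 20000000 per library and rounded up, and 12264 of these genes were at 0 in all 6 libraries. The number of reads behind each value was recovered from the steps between the values: 99.75% to 99.88% of the values above 0 in a library equalled, exactly and with no tolerance, a whole number of reads scaled and rounded up in this way. The libraries held 11659192, 11053922 and 12831577 reads assigned to genes in OP replicates 1, 2 and 3, and 10838184, 11873564 and 11463023 in OR replicates 1, 2 and 3. A single read therefore stood for 0.0779 to 0.0923 counts per 1000000 reads (CPM).

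Expression is given in CPM, the deposited value divided by 20, as mean ± SD over 3 rats. Differences are given as the log2 fold change of OP over OR rats with its standard error (SE) and the Benjamini-Hochberg adjusted p from limma with a mean-variance trend, fitted to log2 values after rescaling by trimmed means (TMM) and after adding 4 to the scaled value, which draws the fold changes of weakly expressed genes toward 0. The 13445 genes at 1 CPM or more in at least 3 libraries were tested. The comparison, 35 gene lists and the rule by which genes are named were set before the data were examined, but after the gene table of the paper had been read, while limma was chosen for the scaled values once these had been seen. In simulated libraries of this comparison with 13475 genes tested, 50.7% of 67 genes changed 1.5-fold, 83.6% of 67 changed 2-fold and 100% of 66 changed 4-fold passed the adjusted p. The simulation gave each gene the same spread in all 6 libraries and drew the genes independently, so these shares may differ in the real libraries.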

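The genes with the largest differences between the groups encode proteins of many kinds. H3f3c encodes histone H3.3, Fcer2 the low-affinity receptor for immunoglobulin E, Magt1 a magnesium transporter that is also part of the enzyme attaching sugars to new proteins, and Cryl1 the enzyme crystallin lambda 1. Adamts13 encodes the protease that cleaves von Willebrand factor, and Polq encodes DNA polymerase theta. Of 13445 genes tested, 156 passed an adjusted p under 0.05 in limma with an absolute log2 fold change over 1, of which 66 were higher and 90 lower in OP rats. Without the fold threshold 456 genes passed, 201 higher and 255 lower, so that 44.1% were higher (33.1% of 465 genes with no rescaling beyond the 20000000 per library). In 28.1% of the genes tested the 3 CPM values of one group, not rescaled by TMM, all lay above the 3 of the other, against 10% by chance for a single gene. OP rats were above in 1398 of these genes and below in 2379. Genes are not independent, so the share can lie far from 10% with no difference between the groups.

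H3f3c, one of several near-identical histone genes whose reads may be divided between copies, stood at 32.0 ± 1.17 CPM in OP rats and 1.58 ± 0.202 CPM in OR rats (log2 fold change 4.23, SE 0.14, adjusted p = 1.5e-05 from limma). Fcer2 stood at 26.9 ± 5.25 and 1.55 ± 0.626 CPM (4.04, SE 0.27, adjusted p = 6.8e-04 from limma), Magt1 at 73.4 ± 12.6 and 8.47 ± 1.85 CPM (3.14, SE 0.17, adjusted p = 1.8e-04) and Cryl1 at 196 ± 3.95 and 24.2 ± 4.44 CPM (3.08, SE 0.13, adjusted p = 6.8e-05). Adamts13 fell from 4.72 ± 0.491 CPM in OR rats to 0.35 ± 0.05 CPM in OP rats (−3.12, SE 0.22, adjusted p = 0.001 from limma), and Polq stood at 2.65 ± 0.312 and 0.333 ± 0.0577 CPM (−2.38, SE 0.25, adjusted p = 0.00432). All 6 of these genes passed whichever library was left out. Among the 10 lowest genes, Adh7, an alcohol dehydrogenase, and LOC100910237 were at 0 in every OP rat and at 1.1 ± 0.05 and 1.2 ± 0.132 CPM in OR rats, at least 4.33-fold and 4.72-fold lower against a floor of 3 reads per library. Their calls were lost without OR replicate 1 (Adh7, adjusted p = 0.0565 from limma) or OR replicate 3 (0.0551 for Adh7 and 0.0521 for LOC100910237). Sgms2, a sphingomyelin synthase, fell from 7.6 ± 1.79 to 1.23 ± 0.597 CPM (−2.45, SE 0.33, adjusted p = 0.0111 from limma), a call lost without OR replicate 1 (adjusted p = 0.0684) or OR replicate 2 (0.0639).

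The number of genes past both thresholds changed with the library left out: it was 189 without OP replicate 2 (76 higher, 113 lower), 95 without OP replicate 1 (37 and 58), 132 without OP replicate 3 (66 and 66), 49 without OR replicate 1 (30 and 19), 62 without OR replicate 2 (29 and 33) and 49 without OR replicate 3 (30 and 19). Lower genes were therefore the majority in all 6 libraries together, but not without OP replicate 3, OR replicate 1 or OR replicate 3. All 156 genes kept their direction in each of these fits, which reuse the libraries that chose the genes and so test direction only weakly. Of the 156 genes, 83, 150 and 105 passed the adjusted p from limma without OP replicates 1, 2 and 3. These numbers were 48, 55 and 46 without OR replicates 1, 2 and 3, so a call lost without an OR library was common. Each of these fits has fewer degrees of freedom than the fit of all 6 libraries, so a lower count does not by itself show reliance on 1 library. That loss is the same in each of them, so it does not account for the differences among them.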

The RNA-seq analysis identified 165 differentially expressed genes between the 2 groups of rats after 12-month protocol (Figure 6A; Supplementary Table 1 for detailed results). Analysis indicated that many of the genes that were upregulated in OP rats fed with high-fat diet during 12 months were implicated in energy substrate use (Figures 6B,C). 

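Fatty acids enter the heart muscle cell bound to carrier proteins, are stored as droplets or coupled to carnitine, and are oxidised in mitochondria. Cpt1a couples them to carnitine, Slc25a20 carries the product across the inner mitochondrial membrane, and Decr1 and Eci1 prepare unsaturated fatty acids for oxidation. Tmlhe catalyses the first step of carnitine synthesis. Many of these genes are switched on by the nuclear receptors of the PPAR family, as are Acot1 and Acot2, which release fatty acids from coenzyme A.

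Of 24 tested genes of fatty acid oxidation, 5 rose in 12-month high-fat diet-fed OP rats and none fell at an adjusted p under 0.05 from limma (Tmlhe, Slc25a20, Decr1, Cpt1a and Eci1; 11 higher and none lower adjusted over the list alone, 12 higher and none lower at an unadjusted p under 0.05, and 5 higher with voom). Decr1 stood at 371 ± 24.2 CPM (SD, n = 3) in OP rats and 244 ± 23.7 CPM in OR rats (log2 fold change 0.65, SE 0.09, adjusted p = 0.013 from limma), and Cpt1a at 133 ± 2.09 and 102 ± 6.74 CPM (0.44, SE 0.08, adjusted p = 0.0264). Of 14 tested PPAR target genes, 5 rose and none fell (Slc25a20, Cpt1a, Acot1 and Acot2 among them; 11 higher adjusted over the list alone, and 4 higher with voom), and 10 genes of this list also stand in other lists. The call of Decr1 was lost without OR replicates 1 or 2 (adjusted p = 0.0803 and 0.0649 from limma), and that of Cpt1a without any library but OP replicate 2 (0.0559 to 0.139). Fatty acid oxidation had 12 calls without OP replicate 2, 3 without OP replicate 1 or 3, 1 without OR replicate 1 or 2 and 2 without OR replicate 3, and the PPAR targets had 7 without OP replicate 2, 2 and 3 without OP replicates 1 and 3, 1 without OR replicate 1 and 0 without OR replicate 2 or 3.

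Of 13 genes of fatty acid uptake, binding and storage, 2 rose and none fell (Gpihbp1 and the lipid droplet protein Plin5; 4 higher and 2 lower adjusted over the list alone), and of 7 genes of ketone body metabolism 2 rose and none fell (Bdh1 among them; 2 higher adjusted over the list alone). These counts fell to 0 for uptake without OP replicate 1 or any single OR library, were 3 and 1 without OP replicates 2 and 3, and fell to 1 for ketone bodies without OR replicate 2 or 3. None of 17 genes of fatty acid and triglyceride synthesis passed in limma or with voom (1 higher and 2 lower at an unadjusted p under 0.05), nor did any of 22 genes of glucose use (6 higher and 1 lower) or of 23 genes of oxidative phosphorylation (8 higher and none lower), and adjustment over each list alone gave 0 as well. Without OP replicate 2, 1 gene of glucose use was higher and 1 lower, and 2 of oxidative phosphorylation were higher. Tmlhe, Gpihbp1 and Bdh1 stand in the gene table of the paper, which was drawn from these libraries, so their lists are not independent evidence.

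In limma's camera test with a preset correlation of 0.01, fatty acid oxidation (median log2 fold change 0.24, adjusted p = 1.2e-06), the PPAR targets (median 0.47, adjusted p = 1.2e-06) and oxidative phosphorylation (median 0.13, adjusted p = 9.7e-05) were higher than the other genes. With a correlation estimated for each list none of them was (adjusted p = 0.41, 0.165 and 0.345 with an estimated correlation, in that order). The lists of uptake (median 0.13, adjusted p = 0.0751), ketone bodies (0.05, 0.0924), synthesis (−0.02, 0.946) and glucose use (0.05, 0.175) did not pass camera, though uptake passed without OP replicate 2 (0.0244) or OR replicate 2 (0.0228), and ketone bodies without OP replicate 2 (0.0263) or with no filter (0.046).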

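Tmlhe encodes trimethyllysine hydroxylase, which starts the synthesis of the carnitine that carries fatty acids into mitochondria, and Dgkg a kinase that turns diacylglycerol into phosphatidic acid. Bdh1 interconverts the ketone bodies acetoacetate and 3-hydroxybutyrate. Gpihbp1 anchors lipoprotein lipase on the capillary wall, and Lcn2 is a secreted protein that binds small lipophilic molecules and iron carriers. Tmlhe rose from 11.0 ± 2.36 CPM (SD, n = 3) in OR rats to 27.8 ± 1.28 CPM in OP rats (log2 fold change 1.40, SE 0.16, adjusted p = 0.0064 from limma) and Bdh1 from 74.8 ± 3.77 to 149 ± 16.3 CPM (1.04, SE 0.09, adjusted p = 0.00168 from limma). Lcn2 had the largest of these 5 changes, from 1.62 ± 0.473 to 13.8 ± 4.24 CPM (2.98, SE 0.27, adjusted p = 0.00253 from limma). Dgkg rose from 0.933 ± 0.416 to 3.68 ± 0.917 CPM (1.85, SE 0.33, adjusted p = 0.0265 from limma) and Gpihbp1 from 48.2 ± 10.5 to 104 ± 27.2 CPM (1.14, SE 0.21, adjusted p = 0.0327 from limma).

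Tmlhe, Bdh1 and Lcn2 passed the adjusted p whichever library was left out, though the log2 fold change of Bdh1 was 0.97 without OP replicate 3 and 0.99 without OR replicate 1. The call of Dgkg was lost without OP replicate 1 (adjusted p = 0.082), OR replicate 1 (0.1) or OR replicate 2 (0.101), and that of Gpihbp1 without OP replicate 1 (0.0694), OR replicate 1 (0.0672), OR replicate 2 (0.12) or OR replicate 3 (0.15), while without OP replicate 2 its log2 fold change was 0.92 (0.0142).

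**Figure D1:**
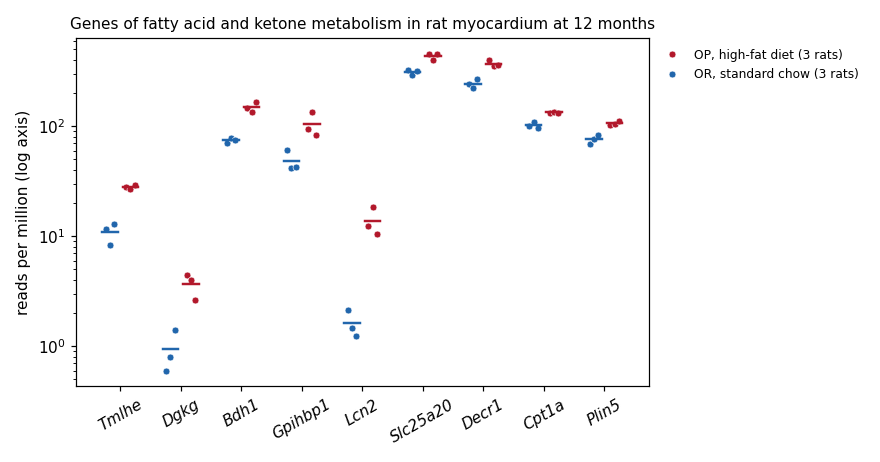
Expression (CPM, logarithmic axis) in each OP and OR rat of the 5 genes above and of 4 further genes of fatty acid use that passed the adjusted p in limma. Points are single rats and bars are group means (n = 3). Slc25a20, Decr1, Cpt1a and Plin5 were chosen from the genes that passed after their values were seen.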

Genes implicated in fatty acid synthesis, such as trimethyllysine hydroxylase-ε (TMLHE) and diacylglycerol kinase-γ (DGKG), and catabolism (3-hydroxybutyrate dehydrogenase-1; BDH1) were upregulated, as well as other molecules implicated in fatty acid transport, such as glycosylphosphatidylinositol anchored high-density lipoprotein binding protein 1 (GPIHBP1) and lipocalin 2 (Lcn2) (Figure 6B). Creatine Kinase B (CKB), an enzyme implicated in energy homeostasis, was also upregulated (Figures 6B,C). 

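Creatine kinases pass the phosphate of ATP to creatine and back, which buffers and transports energy in the heart muscle cell. Ckb encodes the cytosolic brain-type subunit and Ckmt2 the mitochondrial enzyme of striated muscle. Ckb stood at 298 ± 105 CPM in OP rats (221, 418 and 255 CPM), each above every OR rat (164, 141 and 157 CPM). The log2 fold change was 0.95 (SE 0.22), and it did not pass the adjusted p (0.0624 from limma, 0.0648 with voom; unadjusted p = 0.00267). OP replicate 2, the highest in Ckb, set the spread: without it the log2 fold change was 0.65 and the adjusted p 0.007 from limma, and without any other single library the adjusted p was 0.058 to 0.199. Ckmt2, at 1920 ± 110 and 1560 ± 81.4 CPM, had a log2 fold change of 0.35 (SE 0.09, adjusted p = 0.0814 from limma). Of 7 tested creatine and adenylate kinases, none passed in limma or with voom (2 higher and none lower at an unadjusted p under 0.05, and 2 higher adjusted over the list alone, where Ckb, a gene of the paper's table, is not independent evidence), and 1 passed without OP replicate 2. The list was not set apart in camera (median log2 fold change 0.07, adjusted p = 0.217).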

As illustrated Figure 6B, the RNA-seq analysis also identified an upregulated cluster of genes implicated in calcium-dependent contraction, including glycoprotein (GPM6A), myosin light chain 1 (MYL1) and 9 (MYL9) and myomesin 3 (MYOM3), as well as a calcium voltage-gated channel subunit-α (CACNA1H) in 12-month high-fat diet fed OP rats. 

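Contraction follows calcium that enters through channels, is released inside the cell and acts on the thin filament of the sarcomere. Cacna1h encodes a T-type calcium channel. Myom3 is a protein of the M-band that ties thick filaments together, Myl1 a myosin light chain of fast skeletal muscle and Myl9 a regulatory light chain of smooth muscle. Gpm6a is a membrane glycoprotein studied mostly in neurons. Cacna1h rose from 13.4 ± 1.23 CPM (SD, n = 3) in OR rats to 37.9 ± 6.41 CPM in 12-month high-fat diet-fed OP rats (log2 fold change 1.52, SE 0.15, adjusted p = 0.00329 from limma), and passed whichever library was left out. Myom3 rose from 18.2 ± 2.04 to 46.9 ± 16.3 CPM (1.34, SE 0.22, adjusted p = 0.0219 from limma), Gpm6a from 4.37 ± 1.18 to 10.6 ± 3.19 CPM (1.26, SE 0.27, adjusted p = 0.0465, and 0.054 with voom) and Myl9 from 67.7 ± 3.89 to 142 ± 50.0 CPM (1.05, SE 0.23, adjusted p = 0.0497, and 0.0541 with voom). Myl1 did not pass (2.21, SE 0.67, adjusted p = 0.114 from limma): it stood at 57.9 CPM in OP replicate 2, at 9.55 and 8.5 CPM in OP replicates 1 and 3 and at 4.8, 3.9 and 2.45 CPM in OR rats, and without OP replicate 2 its log2 fold change was 1.31 (adjusted p = 0.0272).

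The call of Myom3 was lost without OP replicate 1 (adjusted p = 0.067 from limma) or OR replicates 1, 2 or 3 (0.0866, 0.093 and 0.0976), that of Gpm6a without OP replicates 1 or 3 (0.114 and 0.099) or OR replicates 1, 2 or 3 (0.143, 0.148 and 0.0859), and that of Myl9 without OP replicate 1 (0.1) or OR replicates 1, 2 or 3 (0.156, 0.146 and 0.174). Myl9 is also a marker of smooth muscle cells and pericytes, and its log2 fold change was 0.76 without OP replicate 2 (adjusted p = 0.00921).

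Of 21 tested genes of calcium handling, 1 rose (Cacna1h) and 4 fell at an adjusted p under 0.05 from limma: Atp2b2, a calcium pump of the plasma membrane, Cacna1g, the other T-type channel tested, and Camk2d and Camk2b, subunits of the calcium-dependent kinase CaMKII (2 higher and 4 lower adjusted over the list alone). Atp2b2 fell from 32.3 ± 3.68 to 5.95 ± 2.42 CPM (−2.42, SE 0.24, adjusted p = 0.0038 from limma) and Cacna1g from 41.1 ± 4.43 to 25.7 ± 0.284 CPM (−0.62, SE 0.10, adjusted p = 0.0177). Of 23 sarcomere and contractile genes, Myom3 and Myl9 rose and Myh7, the slow myosin heavy chain, and Tnnt1, the slow skeletal troponin T, fell (4 higher and 3 lower adjusted over the list alone). Myh7 fell from 13600 ± 1190 to 6420 ± 922 CPM (−1.04, SE 0.15, adjusted p = 0.0125 from limma), while its close paralog Myh6 stood at 14900 ± 1620 and 14500 ± 1320 CPM (0.01, adjusted p = 0.963). The call of Cacna1g was lost without OP replicate 1 (adjusted p = 0.058 from limma) or OR replicates 1, 2 or 3 (0.0829, 0.0819 and 0.0522) and that of Myh7 without OR replicates 1, 2 or 3 (0.0622, 0.0749 and 0.0725). In these lists 3 and 5 genes come from the table of the paper, which is not independent evidence. The calcium list had 3 calls without OP replicate 1 or 3, 6 without OP replicate 2 and 2 without any single OR library, and the sarcomere list 1, 6 and 5 without OP replicates 1, 2 and 3 and 0 without any single OR library. Neither list passed camera (median log2 fold change −0.10, adjusted p = 0.0564 for calcium handling, and 0.08, adjusted p = 0.274 for the sarcomere), though calcium handling was lower without OP replicate 3 (0.0488) or OR replicate 1 (0.025), with voom (0.0475), with at least 10 reads in every library (0.0445) and with no rescaling (0.0415).

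**Figure D2:**
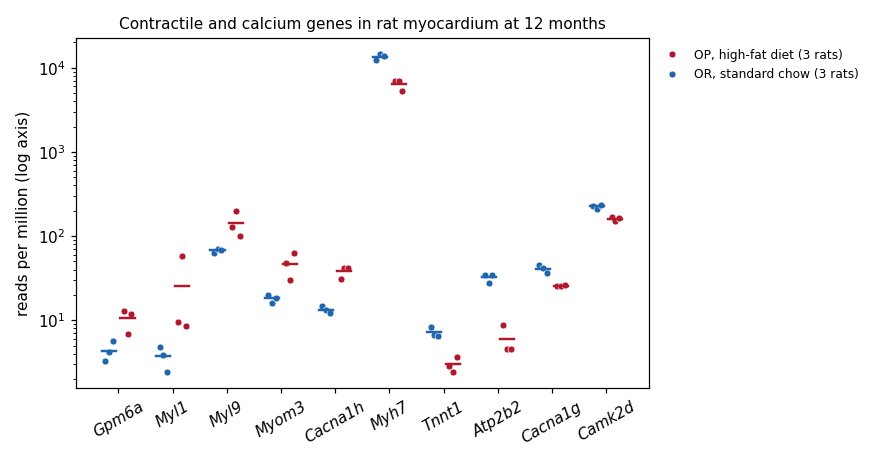
Expression (CPM, logarithmic axis) in each OP and OR rat of the 5 genes of Figure 6B named above and of Myh7, Tnnt1, Atp2b2, Cacna1g and Camk2d, which fell in OP rats at an adjusted p under 0.05 from limma. Points are single rats and bars are group means (n = 3).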

Arginine vasopressin receptor 1A (Avpr1a), a receptor implicated in both glycogenolysis and contraction was also upregulated in 12-month high-fat diet OP rats (Figures 6B,C). 

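Avpr1a encodes the vasopressin V1a receptor, which raises calcium in vascular smooth muscle, heart muscle and liver cells and drives contraction and the breakdown of glycogen. It rose from 1.22 ± 0.189 CPM (SD, n = 3) in OR rats to 3.48 ± 0.645 CPM in OP rats, a log2 fold change of 1.42 (SE 0.23, adjusted p = 0.0206 from limma, and 0.0293 with voom). All 3 OP rats lay above all 3 OR rats. The call held without any one OP rat and was lost without OR replicate 1 (adjusted p = 0.0831 from limma), OR replicate 2 (0.0715) or OR replicate 3 (0.0963).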

Myocardial mRNA expression of SOD1 and SOD2, two antioxidant enzymes were decreased in OP rats fed with high-fat diet during 12 months (Figure 6D).

**Figure 6:**
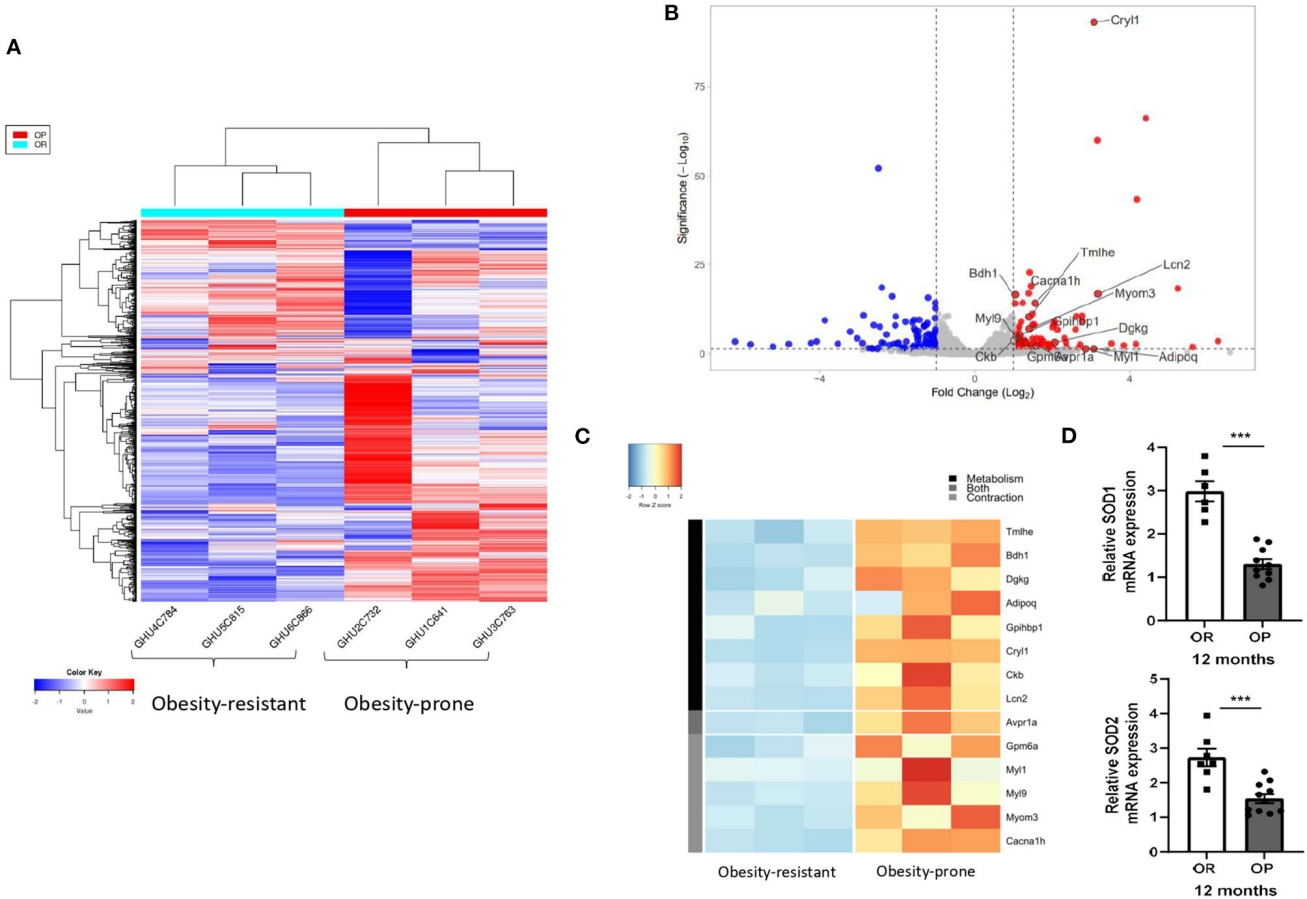
Myocardial RNA sequencing (RNA-seq) data analysis identified clusters of genes implicated in fatty acid metabolism and calcium-dependent contraction in high-fat diet-fed obesity-prone (OP) after 12 months. Heat-map **(A)** showing hierarchical clustering of genes from RNA-seq in three randomly chosen normal chow-fed obesity-resistant rats (OR; on the left) and in three randomly chosen high-fat diet-fed obesity-prone rats (OP; on the right) at 12 months. Raw Z score are shown on the heatmap. Volcano plot **(B)** of RNA-seq transcriptome data displaying the pattern of gene expression values. Y-axis denotes – log10 *p*-values, while X-axis shows log2 fold change values. Volcano plot was generated using VolcaNoseR. Two clusters of differently expressed genes implicated in fatty acid metabolism and calcium-dependent contraction are represented **(C)** and full gene lists are available in Supplementary Table 1. **(D)** Relative mRNA expression of superoxide dismutase 1 (SOD1) and 2 (SOD2) in myocardial tissue samples from normal chow-fed obesity-resistant rats (OR; white bar) and from high-fat diet-fed obesity-prone rats (OP; black bar) at 12 months. Data are presented as mean ± SEM (*n* = 6–11 rats per group). ***p < 0.001 high-fat diet in obesity-prone (OP) vs. normal chow in obesity-resistant (OR) rats.

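The 6 hearts were set apart by group and by 1 heart of the OP group. Fn1, which encodes fibronectin of the extracellular matrix, stood at 690 CPM in OP replicate 2 and at 174 and 203 CPM in OP replicates 1 and 3, and Col1a1, a chain of type I collagen, at 883, 269 and 294 CPM (in the OR rats 129, 129 and 110 CPM for Fn1 and a mean of 306 ± 4.32 CPM for Col1a1). Across the 13445 genes tested, log2 CPM values of the OR rats correlated with each other at r = 0.989 to 0.990, those of the OP rats at 0.976 to 0.988, and OP with OR rats at 0.965 to 0.982 (across genes, which are not independent replicates). The mean correlation within groups exceeded that between groups by 0.0093, more than the SD of the correlations within groups (0.0063). In hierarchical clustering with average linkage, OP replicate 2 formed the first branch alone, and its correlations with the other libraries were 0.965 to 0.978. With the 500 most variable genes the same measure was 0.15 and the OP and OR rats formed separate branches.

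The first principal component, 46.7% of the variance, placed OP replicates 1, 2 and 3 at −14.6, −39.9 and −10.0 and OR replicates 1, 2 and 3 at 20.0, 20.3 and 24.1. The second, 22.8%, parted OP replicate 2 (−23.3) from OP replicates 1 and 3 (26.3 and 15.8), with the OR rats at −7.1, −8.7 and −3.0. Mitochondrial genes took 9.85% of the reads of OP replicate 2, the highest of the 6 libraries, and 7.75% to 8.66% of the reads of the others.

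**Figure D3:**
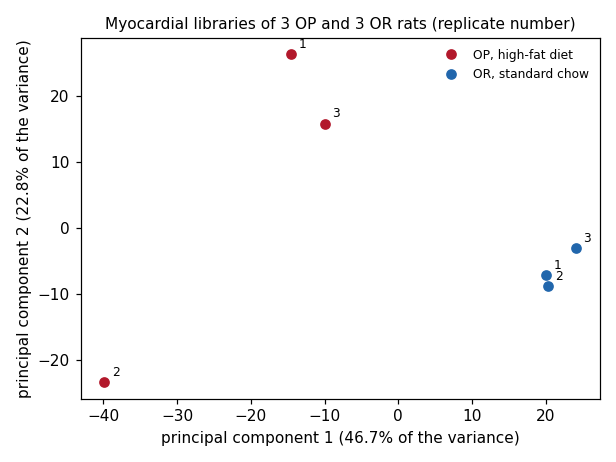
The 6 libraries on the first 2 principal components of log2 CPM over the genes tested. OP libraries are red and OR libraries blue, labelled with the replicate number.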

#### Characterization of HFpEF

OP rats fed with high-fat diet during 12 months presented with elevated LV end-diastolic pressure (Figure 2B), global myocardial hypertrophy (Figure 3) and preserved LVEF (Table 2), with increased right ventricular systolic pressure (Figure 2D), which strongly suggested the development of HFpEF appearing secondarily to metabolic syndrome.

## Discussion

Given the limitations of current preclinical models, we developed a rat model of HFpEF that recapitulates the vast majority of the clinical features of the syndrome. Metabolic syndrome induced by prolonged high-fat feeding during 12 months in OP rats, leads to HFpEF characterized by increased LV filling pressures and diastolic dysfunction, adverse structural and functional LV remodeling (with cardiomyocyte hypertrophy and fibrosis), and preserved ejection fraction, together with elevated right ventricular systolic pressure. This was associated with increased circulating levels of sST2, while NT-proBNP levels remained low. 

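Gene lists of metabolism, contraction, signalling and cell types were compared across the whole expressed transcriptome of the OP and OR hearts. Immediate early genes such as Egr1, a transcription factor induced within minutes of a stimulus, answer to growth factors, stretch and handling of the tissue. Schwann cell markers such as Sox10, the transcription factor of the myelinating lineage, come from the sheaths of cardiac nerves, and Kcnj8 encodes a potassium channel subunit of pericytes. Of 33 lists with at least 3 genes tested, 11 passed limma's camera test with a preset correlation, 9 toward higher and 2 toward lower expression in OP rats. The smallest adjusted p values were those of the immediate early genes (lower, adjusted p = 9.4e-07) and the Schwann cell markers (higher, 9.4e-07), followed by fatty acid oxidation and the PPAR targets and by the smooth muscle and pericyte markers (higher, 7.6e-06). With a correlation estimated for each list none of the 33 passed (smallest adjusted p = 0.165 with an estimated correlation; 2 at an unadjusted p under 0.05), 13 passed with voom, and 9 passed with the genes of the paper's table left out. The other 9 splits of the 6 libraries into 3 and 3 put 5 to 11 lists past camera.

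Egr1 fell from 192 ± 58.8 CPM (SD, n = 3) to 78.1 ± 7.53 CPM (log2 fold change −1.21, SE 0.18, adjusted p = 0.0158 from limma), and of 18 immediate early genes 3 fell and none rose (Egr1, the antiproliferative gene Btg2 and the endothelial gene Apold1; 9 lower adjusted over the list alone, with 3 of the 18 in the paper's table and not independent evidence). The list had 6 calls without OP replicate 2, 0 and 2 without OP replicates 1 and 3, and 1, 2 and 1 without OR replicates 1, 2 and 3. The call of Egr1 was lost without OP replicate 1 (adjusted p = 0.0561 from limma) or OR replicate 2 (0.0649). Sox10 rose from 3.25 ± 1.09 to 9.42 ± 2.21 CPM (1.54, SE 0.27, adjusted p = 0.0263 from limma), a call lost without OP replicate 1 (0.0805) or OR replicates 1 or 3 (0.11 and 0.121). Kcnj8 rose from 31.0 ± 0.681 to 51.1 ± 9.17 CPM (0.75, SE 0.12, adjusted p = 0.02 from limma), a call lost without OP replicate 3 (0.0538) or OR replicates 1, 2 or 3 (0.0965, 0.0841 and 0.086). The methods of the paper apply pathway enrichment and a manual reading of the literature to the genes past its p and fold thresholds.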

At pathobiological level, myocardial RNA-sequencing analysis identified clusters of genes implicated in fatty acid metabolism and calcium-dependent contraction, as the most disrupted pathways in rats with HFpEF.

In patients, HFpEF is characterized by signs and symptoms of heart failure with evidence of cardiac structural and functional abnormalities consistent with the presence of LV diastolic dysfunction, in the presence of a normal LV ejection fraction (20). Although systolic function was preserved in the present experimental model, there was an increase in LV diastolic pressure. This is consistent with the pivotal criteria in establishing a diagnosis of HFpEF which remains in the evidence of LV filing pressure elevation, indicative of a diastolic dysfunction or impaired ability of the heart to fill during diastole, in presence of a non-dilated LV and a preserved LV ejection fraction (in the absence of significant mitral regurgitation) (21, 22). However, one limitation of the present study is that it was not possible to perform traditional measures of LV diastolic dysfunction in rats, including E/A, E/e' and Doppler flow velocities. Although the precise mechanism leading to myocardial stiffening remain undetermined, LV stiffness is thought to have active and passive components. Cardiac remodeling, including myocardial hypertrophy, inflammation and fibrosis, have been shown to play crucial roles in the pathophysiology of HFpEF, all leading to an impaired LV relaxation ability (23, 24). In the present study, LV remodeling, characterized by significant concentric LV hypertrophy and myocardial fibrosis (both interstitial and perivascular), was found in high-fat diet-fed OP rats, ultimately leading to a loss of LV compliance and increased LV filling pressures (25).

Even if we found diastolic dysfunction (assessed by increased LV end-diastolic pressure) and significant alterations in LV structure, together with preserved LVEF, assessment of signs and symptoms of heart failure remain difficult (or even impossible) in rodents, as already discussed (26, 27). They are known to interfere with normal animal behavior and exercise capacity, although these may not be specific to HFpEF. In the present study, we did not evaluate exercise capacity *per se*, but we noticed that high-fat diet fed OP rats with HFpEF were more sedentary and moved less in their cages than their lean counterparts. Recently, two diagnostic algorithms, the HFA-PEFF (28)and the and H_2_FPEF scores (11) used as novel clinical standards for defining the key clinical features of HFpEF, have been transposed to experimental models of HFpEF (26). Here, we found a HFA-PEFF score of 4 (corresponding to diastolic dysfunction and alteration in LV morphological aspects without increased natriuretic peptide levels) and a H_2_FPEF score of 5 (related to the presence of obesity, hypertension, pulmonary hypertension and diastolic dysfunction) corresponding to an intermediate and a high score for HFpEF respectively. These 2 scores validated and confirmed the translational value of the present experimental model of HFpEF.

Obesity and associated metabolic risks have been proposed as a major driver of LV diastolic dysfunction and HFpEF, contributing to systemic inflammation and subsequent myocardial remodeling (7, 29, 30). Obesity has direct and indirect effects on the heart, including increased myocardial load associated with plasma volume expansion, worsening of systemic arterial hypertension, LV hypertrophy and increased aortic stiffness (31). In the present study, a worsening of the cardiovascular disease was observed with increasing age in high-fat diet-fed OP rats, even if their body weight was not increasing. HFpEF is also recognized to be an age-related disease (11). Heart failure is indeed disproportionately distributed among elderly individuals, as over half of all patients hospitalized with heart failure are older than 75 years, with 50% presenting with diastolic dysfunction (32). The present experimental model, obtained in genetically obesity-predisposed rats on a 12-month high-fat diet, recapitulates key comorbidities observed in patients with HFpEF, such as obesity, early metabolic derangements and pressure overload. After 12 months, OP rats on high-fat diet developed signs of HFpEF, characterized by elevated LV end-diastolic pressure and LV hypertrophy, while LV ejection fraction was preserved. LV systolic function remained normal, whereas diastolic function was impaired, which strongly suggests an early-stage of HFpEF after 12 months.

Systemic hypertension is one of the main underlying conditions, leading to HFpEF (33, 34). Hypertension, which causes broad changes in inflammation and metabolism, can cause myocardial stiffness and diastolic dysfunction (35). Insulin resistance may also be a key factor underlying the link between obesity and HFpEF (36), as the central driver of systemic microvascular inflammation and subsequent myocardial dysfunction (7). In the present study, LV pressure overload and glucose intolerance were present, when diastolic dysfunction and HFpEF were observed. Obesity is known to amplify comorbidities, such as insulin resistance and hypertension, partly through the adipose tissue which is capable of releasing regulatory factors, such as adipokines involved in promoting a global systemic pro-inflammatory state. Consistently, the risk of all-cause mortality was significantly higher in patients with HFpEF with abdominal obesity than in those without abdominal obesity (37). Here, we found increased abdominal fat weight, together with increased levels of adiponectin and leptin, with high leptin-to-adiponectin ratio in OP rats on high-fat diet. This is consistent with previous data showing elevated levels of leptin and adiponectin in HFpEF (38). The impact of obesity on HFpEF pathophysiology encompasses hemodynamic, neurohumoral and inflammatory mechanisms, altogether contributing to the reduction of the normal relaxation ability of the LV as the ventricular wall becomes stiffer from increasing interstitial fibrosis.

Utilization of relevant biomarkers is of clinical interest, because HFpEF is often difficult to diagnose early. Natriuretic peptides, which are produced under cardiac pressure/volume overload and reflects the degree of myocardial stretching and dysfunction (39), represent the current gold standard of biomarkers for the diagnosis, management and prognosis of heart failure (40). In patients with HFpEF, natriuretic peptides are mainly elevated in patients with advanced diastolic dysfunction, but are frequently in the normal range in mild diastolic dysfunction (41). Extra-cardiac factors, such as age, obesity and renal function are known to influence its measurement. Moreover, natriuretic peptide testing has yielded false negative results in 20% of obese patients with heart failure (42), with a risk of a false-negative BNP value around 20%, and for NT-proBNP about 15% (43). In the present study, NT-proBNP levels remained low, probably due to the presence of obesity (also observed in humans), while circulating levels of sST2 were largely increased in animals with HFpEF. This is consistent with previous reports showing elevated circulating inflammatory and reduced cardiac stretch biomarkers in HFpEF (44–47). We did not evaluate the inflammatory biomarker level of C-reactive protein (CRP), but characterized level of sST2, a marker of inflammation and fibrosis, which has been suggested to play a crucial role in ventricular remodeling and fibrosis in the context of pressure overload (48). In patients with HFpEF, sST2 has been linked to LV functional impairment assessed by global longitudinal strain (49) and associated with patient outcome (50). sST2 may represent the recently proposed concept that a systemic pro-inflammatory state driven by coexisting conditions is the additional cause of myocardial remodeling and dysfunction leading to HFpEF (7, 8). Here, we found that serum sST2 levels were correlated with LV overload and hypertrophy, suggesting that elevated sST2 may reflect LV alterations in HFpEF. In this context, circulating sST2 levels could provide additional diagnostic value beyond NT-proBNP levels for detecting LV diastolic dysfunction and early HFpEF, especially in obese patients.

Epidemiological studies have shown that pulmonary hypertension due to LV diastolic dysfunction, also referred to as pulmonary hypertension associated to HFpEF, is the most prevalent form of pulmonary hypertension associated to left heart disease (51, 52). Pulmonary hypertension is closely associated with worse outcome and mortality in patients with HFpEF. In HFpEF, chronically elevated LV filling pressures cause a passive backward transmission of pressures in the pulmonary arteries, resulting in increased pulmonary arterial pressure and pulmonary vascular resistance (53). In addition, pulmonary hypertension exacerbates the LV diastolic dysfunction already occurring in the heart (54). Pulmonary artery pressure increased also with aging (55). The present experimental model recapitulates key clinical features known to be present in HFpEF patients who develop PH (26). The pulmonary artery pressure observed in 12-month high-fat diet fed OP rats was in the range of what is observed in HFpEF patients developing pulmonary hypertension (right ventricular systolic pressure around 46–51 mmHg) (52, 54).

In OP rats fed with high-fat diet during 12 months, exaggerated interstitial and perivascular fibrosis and cardiomyocyte hypertrophy were observed, while myocardial infiltration with inflammatory cells and capillary density remained unchanged. This cardiac hypertrophic phenotype was associated, at molecular level, with the upregulation of genes implicated in fatty acid use and in calcium-dependent contraction. These two gene clusters have both been implicated in mechanisms tempting cardiac adaptation to various stressors (24). 

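Slc25a20 and Plin5, of fatty acid use, and Camk2d and Tnnt1, of calcium signalling and contraction, passed the test and are not among the genes named above from Figure 6B. Slc25a20 exchanges acylcarnitines for carnitine in the mitochondrial membrane, Plin5 coats lipid droplets beside mitochondria, and Camk2d is the main CaMKII subunit of the heart. Tnnt1 belongs to slow muscle fibres. Slc25a20 rose from 311 ± 16.8 CPM (SD, n = 3) in OR rats to 439 ± 30.6 CPM in OP rats (log2 fold change 0.54, SE 0.08, adjusted p = 0.0115 from limma) and Plin5 from 76.5 ± 7.28 to 107 ± 4.89 CPM (0.53, SE 0.09, adjusted p = 0.0264). Camk2d fell from a mean of 226 CPM to 162 ± 8.66 CPM (−0.43, SE 0.07, adjusted p = 0.0255 from limma) and Tnnt1 from 7.18 ± 0.929 to 2.98 ± 0.66 CPM (−1.18, SE 0.19, adjusted p = 0.0193). Leaving out 1 library ended the call of Slc25a20 without OR replicates 1, 2 or 3 (adjusted p = 0.0622, 0.0649 and 0.0619 from limma), that of Plin5 without any library but OP replicate 2 (0.0551 to 0.103), that of Camk2d without any but OP replicate 2 (0.0583 to 0.131) and that of Tnnt1 without OP replicate 1 (0.0583) or OR replicates 1, 2 or 3 (0.095, 0.0775 and 0.0783).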

Intriguingly, no inflammatory or cell survival markers were found. This strongly suggested that cardiac molecular signature in HFpEF reflects a myocardial response to extra-cardiac comorbidities, such as obesity, dyslipidemia, insulin resistance or hypertension, that may contribute to cardiomyocyte hypertrophy and altered contraction, which seem to ultimately concurring to the reduced compliance of the myocardium (56). 

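Inflammation and cell death were followed through cytokines, chemokines, interferon-stimulated genes, markers of immune cells and genes of apoptosis. Lcn2 is released by neutrophils, macrophages and stressed tissue, Cxcl12 is the chemokine that retains stem and immune cells, and Cxcl13 attracts B cells. Ifi27 is induced by interferon. Tpsb2 and Tpsab1 encode tryptases of mast cells, Tbx21 the transcription factor of T helper and natural killer cells, and Bad acts in apoptosis.

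Of 20 tested genes of cell survival and apoptosis, none passed in limma or with voom (2 higher and none lower at an unadjusted p under 0.05, and none adjusted over the list alone). Bad had a log2 fold change of 0.44 (SE 0.15, adjusted p = 0.147 from limma). Of 22 genes of inflammation, Lcn2 and Cxcl12 rose and Cxcl13 fell (3 higher and 1 lower adjusted over the list alone; Lcn2 and Cxcl13 are in the paper's table and not independent evidence), and Il6, Tnf, Ccl3, Cxcl2 and Nos2 were too low to test. Cxcl12 rose from 249 ± 27.0 CPM (SD, n = 3) to 437 ± 66.1 CPM (log2 fold change 0.85, SE 0.11, adjusted p = 0.0108 from limma) and Cxcl13 fell from 6.88 ± 0.548 to 1.25 ± 0.624 CPM (−2.35, SE 0.35, adjusted p = 0.015). The list had 4 calls without OP replicate 2, 2 without OR replicate 2 and 1 without OR replicate 1 or 3. Cxcl12 was lost without OR replicates 1 or 3 (adjusted p = 0.065 and 0.0619 from limma), and Cxcl13 without OR replicates 1, 2 or 3 (0.0842, 0.0665 and 0.0794). Of 13 interferon-stimulated genes 1 rose and 1 fell, and 1 higher and 1 lower adjusted over the list alone, with 1 call in all without OP replicate 1 or OR replicates 1 or 2. Ifi27 rose from 100 ± 12.3 to 265 ± 49.1 CPM (1.44, SE 0.13, adjusted p = 0.00253 from limma), past whichever library was left out.

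Among immune cell markers, none of 11 of macrophages passed in limma or with voom (1 higher and none lower at an unadjusted p under 0.05, none adjusted over the list alone). Of 9 T and natural killer cell markers Tbx21 fell (5 lower adjusted over the list alone, none with voom), and the call was lost without OP replicate 1 (adjusted p = 0.101 from limma) or OR replicates 1, 2 or 3 (0.15, 0.0819 and 0.179). Of 6 mast cell markers Tpsb2 and Tpsab1 rose (4 higher and 1 lower adjusted over the list alone), Tpsb2 from 3.15 ± 0.867 to 12.6 ± 3.78 CPM (1.96, SE 0.27, adjusted p = 0.0115 from limma) and Tpsab1 from 1.75 ± 0.541 to 5.4 ± 0.427 CPM (1.60, SE 0.23, adjusted p = 0.0123). The call of Tpsb2 was lost without OR replicate 3 (0.0565) and that of Tpsab1 without OR replicates 2 or 3 (0.0503 and 0.0692). Tpsb2 and Tpsab1 are neighbours on chromosome 10, so their calls may not be independent of each other. Of the B cell markers only Fcer2 could be tested, and it rose.

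Camera did not set the lists of inflammation (adjusted p = 0.262), interferon (0.218), cell survival (0.274) or macrophages (0.552) apart, though inflammation passed without OR replicate 1 (0.0494) and interferon without OP replicate 2 (0.0297). The T and natural killer cell markers were lower (median log2 fold change −0.55, adjusted p = 0.00805, and adjusted p = 0.345 with an estimated correlation) and the mast cell markers higher (0.97, adjusted p = 0.0193, and adjusted p = 0.41 with an estimated correlation), with 3 genes of each in the paper's table, without which neither passed (0.249 and 0.991). The mast cell list was also lost without OP replicate 3 (0.116).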

A paradigm for HFpEF development was proposed, which identifies a systemic proinflammatory state induced by comorbidities as the cause of myocardial structural and functional alterations. Indeed, this seems to induce myocardial microvascular endothelial inflammation and oxidative stress, which both contribute to reduced bioavailability of NO and decreased protein kinase G activity in cardiomyocytes. Resulting hypertrophy and stiffness in cardiomyocytes together with myocardial interstitial fibrosis played important roles in the development of diastolic dysfunction and HFpEF (7). Here, we found decreased expression of SOD1 and 2, which are first line antioxidant enzymes of defense against reactive oxygen species (ROS). Myocardial alteration in ROS elimination in HFpEF rats could probably contribute to myocardial oxidative stress. In HFpEF rats, we also showed decreased thoracic aorta release of NO, strongly suggesting endothelial dysfunction in these rats. However, the link between oxidative stress and endothelial dysfunction should be further investigated in next studies to understand better the pathogenesis of diastolic dysfunction in metabolic syndrome-associated HFpEF.

Given the heterogeneity in the HFpEF syndrome, any animal model of HFpEF only resembles a certain proportion of the patients. In the present study, we chose to develop an experimental model of HFpEF associated to obesity. Previous studies have already described obesity-based experimental models of HFpEF in rodents (26, 27, 57), but most of them presented discrepancies compared to the human phenotype. Preclinical obesity models usually present with rapid uncontrolled hyperglycemia and insulin resistance secondary to type 2 diabetes (58, 59), which does not mimic the clinical situation of HFpEF (60, 61). In our experimental model of HFpEF associated to obesity, we found glucose intolerance (but no type 2 diabetes) with low fasting glucose levels, which was close to the human condition. Additionally, obesity was mostly experimentally induced with specific genetic manipulations targeting the leptin signaling (58, 59, 62, 63). Because they do no exhibit similar abnormalities as do obese HFpEF patients, these experimental models are less pathophysiologically and clinically relevant. The originality of the present experimental model is that obesity naturally evolved with increasing age to HFpEF, mimicking the natural clinical overtime evolution of HFpEF in obese patients.

The present study validated a high-fat diet-induced rat model of early HFpEF developing pulmonary hypertension, which may offer a new avenue for testing potential mechanisms and therapeutic interventions, such treatment with the promising sodium-glucose co-transporter 2 (SGLT2) inhibitors that have shown recently beneficial effects in patients with HFpEF (64).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: www.ncbi.nlm.nih.gov/GSE189190.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee of the Faculty of Medicine of the Université Libre de Bruxelles (Brussels, Belgium; protocol acceptation number: 656N).

## Author Contributions

GH, LD, and KME conceived and designed study. GH, AH, AA, EH, PJ, GV, CW, and KME performed research. GH, LC, HL, PJ, CV, CD, and KME analyzed data. GH, LC, CD, J-LV, KME, and LD contributed new methods or models. GH and LD wrote the paper. All authors have given approval to the final version of the manuscript.

## Funding

This work was supported by funds from the Fonds pour la Chirurgie Cardiaque (Brussels, Belgium).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: A Preclinical Rat Model of Heart Failure With Preserved Ejection Fraction With Multiple Comorbidities
**Source:** Front Cardiovasc Med. 2022 Jan 13;8:809885. doi: 10.3389/fcvm.2021.809885
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Table – Gene list

How the deposited data were processed for this re-analysis (not part of the article)

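Gene expression was measured by RNA sequencing of myocardial tissue from 3 OP rats fed the high-fat diet and 3 OR rats fed normal chow for 12 months, 1 library per rat. All 6 libraries were used, grouped by line and diet as labelled, and the single comparison was OP high-fat against OR standard. Each group held 1 line on 1 diet, so the effects of line and diet cannot be told apart.

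The authors prepared TruSeq RNA libraries, trimmed the reads with Trimmomatic, mapped them to the Rnor 6.0 genome with STAR and obtained reads per gene with HTSeq and the Ensembl annotation. The deposited table holds a score per gene and library: the authors scaled the reads per gene to 20000000 per library and rounded the result up to a whole number, so the values are not raw counts. The columns sum to 20008273 to 20009023. The strand setting is not given in the sources used here, so reads from overlapping genes on opposite strands cannot be told apart.

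The number of reads assigned to genes in each library was recovered with Python 3.11.15, NumPy 2.4.6 and pandas 2.3.3 as the total for which most values equal, exactly, a whole number of reads multiplied by 20000000, divided by the total and rounded up. It was 10838184 to 12831577 reads per library, with a median of 11561107.5. At least 1 read was found for 17509 to 17960 genes per library, and the 10 most abundant genes took 9.35% to 10.89% of the reads. A floor of 3 reads corresponds to 0.234 to 0.277 CPM. Variation between libraries was measured as the chi-square of recovered reads per gene, which is 1 for counting noise alone. Within a group it was 6.02 to 6.87 without OP replicate 2, and 23.9 and 25.9 in pairs with OP replicate 2. Between OP and OR libraries it was 13.4 to 18.2 without OP replicate 2 and 28.4 to 35.0 with it.

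Because the values are scaled and rounded, the count model planned for raw counts was replaced by limma 3.58.1 in R 4.3.3. Values were divided by TMM factors (trims of 30% and 5%), 4 was added (0.2 CPM), and log2 values were fitted by group with a mean-variance trend. Genes with at least 1 CPM in at least 3 libraries were tested, and p values were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.05, and the count past both thresholds also needs an absolute log2 fold change over 1. In the deposited table 192 symbols stand on more than 1 line, and these lines were tested apart by gene ID. In the gene lists, the named genes and the counts over the paper's table, the line with the most reads stood for its symbol. Gene names, spans and neighbours came from the GRCr8 annotation, which differs from the build of the authors, so no coordinates are given.

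Gene lists (35, with 467 members) were written from general knowledge of metabolism, calcium handling, contraction, inflammation, signalling and cell type markers, after the paper's table had been seen. Lists with at least 3 tested members were compared with the other genes by camera with a preset correlation of 0.01 and, as an alternative, with the correlation estimated per list, adjusted over the lists. Genes named in the text are those the paper names, the 10 highest and the 10 lowest log2 fold changes among genes past both thresholds with a symbol, a mean of at least 1 CPM in the higher group and no overlap between the groups, and up to 4 members of each list with the smallest p, 151 in all. Other genes named in the text (Eci1, Acot2 and Camk2b as called members of a list, and Myh6, Postn, Nppa, Col8a1 and Rpl30) were chosen after their values were seen. Genes in the figures are those the paper names at the same claim and called members of the lists, chosen after their values were seen. Samples were clustered by Pearson correlation of log2 CPM with a prior of 2, with average linkage, and by principal components.

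The steps were tested on simulated data, made from the means and sizes of the 6 libraries with 200 changed genes among 13475 tested. Of genes changed 2-fold, 83.6% passed the adjusted p and 46.3% both thresholds. Among unchanged genes 10 passed the adjusted p and 0 both thresholds, and with no gene changed 0 passed and 4.8% had an unadjusted p under 0.05. Each gene was drawn independently and with the same spread in all 6 libraries. The simulation therefore holds no library set apart like OP replicate 2 and no correlation between genes, and its rates may not hold for the data. Alternatives were another scaling (median of ratios), voom on the recovered reads, no filter, at least 10 reads in every library, robust variances, the replicate number as a block, each library left out, other pseudocounts (1 and 20), no rescaling, other clustering genes and measures, and unadjusted p values. Where 3 rats are set against 3, the smallest exact permutation p is 0.1. The plasma, histology and RT-qPCR measurements of the study were not analysed here. A few single genes are not reported here.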

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

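The test of fibroblast and macrophage markers below was chosen after the result it bears on had been seen.

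Genes with high fold changes lie outside those the paper discusses in its text, though its supplementary table lists all 7 named here, and they were above OR rats, the control group, in OP rats at an adjusted p under 0.05 from limma. H3f3c (log2 fold change 4.23), Fcer2 (4.04), Magt1 (3.14) and Slc17a7, a vesicular glutamate transporter (2.51, adjusted p = 0.01), passed whichever library was left out. Fam83c, of a family of kinase-binding scaffold proteins (2.61, adjusted p = 0.0113), was lost without OR replicate 1 (0.0616). Chga, chromogranin A of secretory granules (2.49, adjusted p = 0.0377, and 0.0532 with voom), passed without OP replicate 2 and was lost without OP replicates 1 or 3 (0.0587 and 0.0734) or OR replicates 1, 2 or 3 (0.1, 0.093 and 0.121). Pik3c2g, a phosphoinositide 3-kinase (2.34, adjusted p = 0.0335, and 0.0809 with voom), passed without OP replicate 2 or 3 and was lost without OP replicate 1 (0.082) or OR replicates 1, 2 or 3 (0.122, 0.12 and 0.0867).

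Lists that the paper does not discuss as groups, though its results text names Myl9 of the smooth muscle list, were higher in OP rats by camera with a preset correlation, and none was past the test with an estimated one. The median log2 fold change was 0.47 for PPAR target genes, 0.39 for 10 smooth muscle and pericyte markers (Kcnj8 and Myl9 called; 9 higher adjusted over the list alone; adjusted p = 0.345 with an estimated correlation), 0.31 for 8 endothelial markers (Eng, a receptor of the vessel wall, called; 4 adjusted over the list alone; camera adjusted p = 0.0173, and adjusted p = 0.381 with an estimated correlation), 0.79 for 12 Schwann cell markers (2 called; 10 adjusted over the list alone; adjusted p = 0.352 with an estimated correlation), 0.44 for 4 adipocyte markers (Cidea, a lipid droplet protein, called; 3 adjusted over the list alone; camera adjusted p = 0.0168, and adjusted p = 0.345 with an estimated correlation) and 0.97 for 6 mast cell markers. Of these lists the Schwann cell list holds 5 genes of the paper's table, the mast cell list 3 and the smooth muscle list 1, which is not independent evidence. Calls in the smooth muscle list numbered 1, 4, 2 and 0 without OP replicates 1, 2, 3 or any OR library, in the endothelial list 1, 4, 1 and 0, in the adipocyte list 1, 2, 1 and 0, and in the Schwann cell list 0, 2 and 4 without OP replicates 1, 2 and 3, 1 without OR replicate 2 and 0 without OR replicate 1 or 3. In camera the endothelial list was lost without OP replicate 3 (adjusted p = 0.0898) or OR replicate 3 (0.0559), the adipocyte list without OP replicate 3 (0.0931) and the mast cell list without OP replicate 3 (0.116) or the genes of the paper's table (0.991).

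The Schwann cell markers had 2 calls, Sox10 among them. A single OP library as the source is argued against, since the median stayed at 0.72 without OP replicate 1, the highest in them, at 0.72 without OP replicate 2 and at 1.04 without OP replicate 3. A lower share of cardiomyocytes would raise the markers of all other cell types. The fibroblast (median −0.12), macrophage (0.08) and T and natural killer cell (−0.55) markers did not rise in this way. The endothelial (0.31), smooth muscle and pericyte (0.39) and mast cell (0.97) markers were higher. The lists differ, so the test cannot decide this explanation. More epicardial or perivascular tissue in the OP pieces stays open: the adipocyte markers had a median of 0.44 and the mesothelial markers 0.55, between the bounds set for that test. A change in cardiac nerves with the line or the diet also stays open and was not tested.

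For the counts of calls, 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 156 genes past both thresholds, where the highest other split gave 0 (1 of 10 splits as large), 456 genes past the adjusted p against 0 (1 of 10) and 11 lists past camera against 11 (3 of 10).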

How the results depend on the processing

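Pseudocounts of 1 and 20, no rescaling and lists without the genes of the paper's table were chosen after seeing the data. The 156 genes past both thresholds kept their direction under every setting that tested them (110 were tested with at least 10 reads in every library), and the count was 107 to 161 under settings that changed scaling, test, filter, variances, block or pseudocount. These settings reuse the libraries that chose the genes, so the kept direction is a weak test. An unadjusted p gave 294 genes (118 higher, 176 lower), and 2996 with no fold threshold. Lower genes numbered 58 with at least 10 reads in every library and 59 with a pseudocount of 20. Leaving out 1 library gave 49 to 189 genes (29 to 76 higher, 19 to 113 lower), 72 to 7.8e+02 (rounded) past the adjusted p, 23 to 76 of the named genes and 32 to 107 of the paper's table called. Fewer libraries leave fewer degrees of freedom, but the most genes passed without OP replicate 2, and 72 without OR replicate 1, and the cause was not tested.

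Calls within the lists numbered 113 adjusted over the list alone, 23 without the genes of the paper's table and 13 to 88 with 1 library left out. Members called ranged over 0 to 3 for fatty acid uptake, 1 to 12 for fatty acid oxidation, 2 to 6 for calcium handling, 0 to 6 for the sarcomere and 1 to 4 for inflammation. No list (0) passed camera with an estimated correlation (0.41 for fatty acid oxidation), and 11 to 18 passed with 1 library left out. Camera adjusted p ranged, with 1 library left out, over 0.0228 to 0.207 for fatty acid uptake, 0.532 to 0.995 for fatty acid and triglyceride synthesis, 0.025 to 0.161 for calcium handling, 0.448 to 0.887 for cardiomyocyte, 0.718 to 0.946 for skeletal muscle and 0.0652 to 0.82 for macrophage markers, 0.00325 to 0.232 for extracellular matrix, 0.0494 to 0.509 for inflammation, 0.0297 to 0.793 for interferon-stimulated genes and 0.705 to 0.995 for nitric oxide and endothelin. Calcium handling passed, toward lower, with voom (0.0475), at least 10 reads in every library (0.0445) and no rescaling (0.0415). With no filter the tests of synthesis (0.999), cardiomyocyte (0.999) and skeletal muscle markers (0.898) changed sign, as did that of mast cell markers without the genes of the paper's table (0.991). Tests also changed sign without OP replicate 2 (extracellular matrix, synthesis), OP replicate 1 (nitric oxide and endothelin, cardiomyocyte), OP replicate 3 (interferon-stimulated genes, macrophage, cardiomyocyte, skeletal muscle), OR replicate 2 (synthesis) or OR replicate 3 (synthesis, cardiomyocyte). The log2 fold changes that changed sign were those of Casq1, a calcium store protein (−0.01 with no rescaling, −0.08 to 0.13 with 1 library left out), Il1rl1, the ST2 receptor (−0.26 to 0.04), Rcan1, a calcineurin inhibitor (−0.08 to 0.29), Col1a1 (−0.09 to 0.79) and Alas2, of haem synthesis (−0.07 to 0.47), none of them called. Clustering set the groups in separate branches with the 500 most variable genes (0.15) and not with all genes, with no filter or by Spearman correlation. The cause was not tested for any of these.

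The labels give a replicate number and an animal code for each rat and name no batch or day. Deviations from the group means correlated at 0.06, 0.07 and 0.13 in pairs with the same number, over 0.1 in 1 of 3. In pairs with different numbers they correlated at −0.17 to 0.08, and 1 of 3 numbers correlated best with its own. So few pairs cannot tell whether the numbers mark a shared batch, and the main fit did not pair the samples. With the replicate block 117 genes passed both thresholds, 267 the adjusted p and 14 lists camera, with fatty acid uptake at 0.0472, calcium handling at 0.0446, insulin and adipokine signalling at 0.0447 and fatty acid and triglyceride synthesis, reversed in sign, at 0.989. The count model tests planned for raw counts, with and without the filter of the web tool the paper used (0.5 CPM in 1 library), were not run, because the values are scaled and rounded. At 10838184 to 12831577 reads per library, a gene at 1 CPM rests on few reads, and differences of 1.5-fold passed the adjusted p in 50.7% of 67 simulated genes.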

Differences from the paper's values

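The alternatives named below were set before the data were examined, apart from the pseudocounts of 1 and 20 and no rescaling, whose tests were chosen after seeing the data. The fit itself was moved from the planned count model to limma once the values proved to be scaled, and voom was then run on the recovered reads. The paper's table gives 165 genes (81 higher, 84 lower), of which 163 are listed under the paper's symbol, 158 were tested and 156 had the paper's direction. Of the 158, 112 passed both thresholds with an adjusted p, and 146 with an unadjusted p, the paper's methods naming a p under 0.05 without an adjustment. Over all genes tested, 156 passed both thresholds with the adjusted p from limma and 294 with the unadjusted p. The count of 165 in the paper is nearer the first, and whether its p was adjusted is not settled here. Of 159 entries compared, 13 lay outside the error, taken as 1 SE of the fit here because the paper gives none. Of these, 11 were smaller here.

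The paper's log2 fold change for Fam83c was 4.16 and the value here 2.61, for Chga 3.53 and 2.49, for Tgm3, a transglutaminase, 2.72 and 2.07, for Misp, a spindle protein, −2.90 and −2.16, for Polq −3.03 and −2.38, for Adamts13 −3.87 and −3.12, and for Gpr27, an orphan receptor, −4.08 and −2.73. For these 7 genes the value with voom fell within the error and those of the other alternatives did not. For H3f3c the paper gives 4.42 and the value here was 4.23 (within with voom and without OR replicate 3, and in no other). For Adtrp, a lipid hydrolase, the paper gives 2.37 and the value here was 1.92 (within with voom, with the replicate block and without OP replicate 2, OP replicate 3, OR replicate 2 or OR replicate 3). For Scube3, a secreted signalling protein, the paper gives 1.88 and the value here was 1.52 (within with voom and without OP replicate 2, OP replicate 3, OR replicate 1 or OR replicate 3). For Arr3, an arrestin, the paper gives −2.40 and the value here was −2.03 (within with voom and without OP replicate 1 or OR replicate 2). In each case the alternatives not named left the value outside the error. A pseudocount of 1, chosen after seeing the values, brought 10 of the 13 entries within the error, all of those above but Adamts13, with 111 genes of the paper's table past both thresholds against 112. A pseudocount of 20 and no rescaling brought none.

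Rps10, a ribosomal protein gene, has 1 entry in the paper (1.04) and 2 lines in the deposited table. One line (ENSRNOG00000000490) gave 1.03, within the error, and the other (ENSRNOG00000052141) 0.00, outside it under every alternative. The line at 0.00 stood for Rps10 in the counts over the paper's table above, so Rps10 is there without the paper's direction. Rpl30 has 2 entries in the paper, 1.41 and −2.49, and 1 line here, which gave 1.40, within the error of the first and outside that of the second under every alternative, while LOC100362027, a copy named Rpl30l2 in GRCr8, gave −2.48.

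The paper gives about 25 M (in units of 1000000) reads per sample, and 11.62 M were assigned to genes on average here. The paper's value is for paired-end reads mapped and the value here for reads assigned to genes. Whether this accounts for the gap was not tested, and no alternative applies.

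The paper names Ckb and Myl1 among the upregulated genes. Here Ckb had a log2 fold change of 0.95 (adjusted p = 0.0624 from limma) and Myl1 of 2.21 (adjusted p = 0.114), so neither passed. Ckb passed without OP replicate 2 (adjusted p = 0.007, log2 fold change 0.65) and at an unadjusted p (0.00267), and Myl1 without OP replicate 2 (0.0272) and at an unadjusted p (0.0106). The other 10 genes the paper's results text names as upregulated from sequencing passed and were higher here.

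The paper describes an upregulated cluster of calcium-dependent contraction, drawn from genes past its p and fold thresholds. The counts here use the adjusted p from limma with no fold threshold. Of 21 genes of calcium handling 1 rose and 4 fell here, and of 23 sarcomere genes 2 rose and 2 fell, while Gpm6a, Myl9, Myom3 and Cacna1h of the paper's own markers rose. Of those that fell, Atp2b2, Camk2b, Myh7 and Tnnt1 are lower in the paper's table too. Cacna1g (−0.62) and Camk2d (−0.43) lie under its fold threshold. The paper reports that inflammatory markers were not found. Of 22 genes of inflammation, Lcn2 and Cxcl12 rose and Cxcl13 fell here, while none of 20 genes of cell survival and apoptosis passed in limma or voom (2 at an unadjusted p under 0.05). Lcn2 and Cxcl13 stand in the paper's table with the same directions, and Cxcl12 (0.85) lies under its fold threshold. The heat-map of Fig. 6A shows the groups in separate branches. The paper cites it for its 165 genes and does not state which genes were clustered, so the gene sets may be unlike. Over all genes tested OP replicate 2 formed the first branch alone here, and with the 500 most variable genes the groups were in separate branches.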

Other observations

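The values of Postn, Nppa and Col8a1 and the trend with gene span below were chosen after the data had been seen.

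Genes of the paper's other assays were read in these 6 libraries. Sod1 and Sod2 encode the cytosolic and mitochondrial superoxide dismutases, whose RNA the paper reports as lower in OP rats by RT-qPCR in more rats per group. Here Sod1 stood at 296 ± 2.63 CPM in OP rats and 270 ± 8.19 CPM in OR rats (log2 fold change 0.18, SE 0.07, adjusted p = 0.159 from limma) and Sod2 at 591 ± 24.4 and 535 ± 12.2 CPM (0.19, SE 0.07, adjusted p = 0.162), and neither passed. In both genes all 3 OP rats lay above all 3 OR rats in CPM (unadjusted p = 0.0235 and 0.0247 from limma), where the RT-qPCR was lower. The RT-qPCR values are relative to Gapdh and Hprt1 and CPM to all reads of a library, so the measures are unlike. Hprt1 itself had a log2 fold change of 0.27 (SE 0.16), and Sod1 and Sod2 were not set relative to it. Whether the directions differ on the scale of the RT-qPCR is therefore not settled. Groups lay apart, in either direction, in 28.1% of the genes tested, with OP rats above in 1398 of 13445 genes. Nppb, the gene of the natriuretic peptide BNP, stood at 264 ± 76.7 and 404 ± 57.3 CPM (−0.60, SE 0.22, adjusted p = 0.165), and without OP replicate 2 it passed as lower (−0.81, adjusted p = 0.0401 from limma), where without OP replicate 3 it was at −0.33. Il1rl1, the ST2 receptor, stood at 1.55 ± 0.218 and 1.75 ± 0.4 CPM (−0.10, SE 0.24, adjusted p = 0.841 from limma) and Hprt1, a reference gene, at 13.6 ± 1.76 and 11.6 ± 1.73 CPM (0.27, SE 0.16, adjusted p = 0.344). Gapdh, its other reference gene, is not listed under that symbol. Adipoq, which encodes adiponectin, was too low to test, at 0.3, 2.3 and 3.05 CPM in OP rats and 0, 0.6 and 0.1 CPM in OR rats.

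Of 25 antioxidant enzymes 3 rose and none fell in limma (5 higher adjusted over the list alone; 2 with voom): Glrx, a glutaredoxin (1.09, SE 0.17, adjusted p = 0.0196), Cat, catalase (0.38, SE 0.07, adjusted p = 0.0264), and Txn1, thioredoxin (0.51, SE 0.11, adjusted p = 0.0497). Glrx was lost without OP replicate 1 (0.0652) or OR replicates 1, 2 or 3 (0.0613, 0.0794 and 0.084), Cat without any library but OP replicate 2 (0.0587 to 0.144) and Txn1 without OP replicate 3 (0.0895) or OR replicates 1, 2 or 3 (0.155, 0.153 and 0.172). The list had 6 calls without OP replicate 2, 2 and 1 without OP replicates 1 and 3, and 0 without OR replicate 1, 2 or 3. It was higher in camera (median 0.17, adjusted p = 1.5e-04, and adjusted p = 0.345 with an estimated correlation). Of 14 genes of the nitric oxide and endothelin pathway, Ddah2, which degrades an inhibitor of nitric oxide synthase, rose (1.37, SE 0.11, adjusted p = 0.00168) and Ass1, which renews arginine, fell (−1.57, SE 0.15, adjusted p = 0.00355), in every fit with 1 library left out and also adjusted over the list alone (camera adjusted p = 0.928). Of 12 genes of insulin and adipokine signalling, Irs2, an insulin receptor substrate, fell from 82.9 ± 4.49 to 41.8 ± 3.67 CPM (−0.94, SE 0.09, adjusted p = 0.00312, past whichever library was left out; 3 lower adjusted over the list alone, with Lepr a gene of the paper's table; camera adjusted p = 0.0536, toward lower, adjusted p = 0.345 with an estimated correlation, and 0.142 without the genes of the paper's table). That list passed camera with voom (0.0467), with at least 10 reads in every library (0.0444), with no filter (0.0334), with no rescaling (0.0433) and in 5 of 6 fits with 1 library left out (0.0404, 0.045 and 0.0494 without OP replicates 1, 2 and 3, and 0.0494 and 0.0436 without OR replicates 1 and 3), but not without OR replicate 2 (0.0659).

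Of 27 genes of extracellular matrix and fibrosis none passed in limma or voom (1 higher and none lower at an unadjusted p; none adjusted over the list alone), with a median log2 fold change of 0.25 that was −0.09 without OP replicate 2 (camera adjusted p = 0.155, and 0.00325 and 0.00824, toward higher, without OP replicates 1 and 3). Without OP replicate 2, 1 of these genes was higher and 1 lower, Fn1 being the higher one (0.64, adjusted p = 0.00835 from limma). OP replicate 2 was high in several of these genes and in stress genes: the matrix protein gene Postn stood at 385 CPM in it and at 36.2 to 61.2 CPM in the others, Col8a1, a short-chain collagen, at 142 CPM against 37.5 and 31.8 CPM in OP replicates 1 and 3, and Nppa, the gene of the atrial peptide, at 2260 CPM against 465 to 1220 CPM. Of 7 fetal and stress genes of the ventricle, Myh7 alone fell and none rose (the same adjusted over the list alone; median −0.11, and −0.30 with 2 calls without OP replicate 2; 0 calls without OR replicate 1, 2 or 3; camera adjusted p = 0.175, and 0.0065 and 0.0348 without OP replicate 2 and OR replicate 3).

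None of the 16 genes of the circadian clock passed in limma or voom (2 lower at an unadjusted p; median 0.08, while camera pointed to lower, adjusted p = 0.516), nor did any of 9 cardiomyocyte markers (0 at an unadjusted p; median 0.02, while camera pointed to lower, adjusted p = 0.967), 5 skeletal muscle markers (1 higher and 1 lower at an unadjusted p, as adjusted over the list alone; 1 called without OP replicate 2; median −0.09, adjusted p = 0.857), 7 fibroblast markers (1 lower at an unadjusted p; adjusted p = 0.274, and 0.0244 without OP replicate 2), 6 mesothelial markers (2 higher at an unadjusted p; adjusted p = 0.11, and 0.0244 and 0.0118 without OP replicate 2 and OR replicate 2) or 5 red cell markers (0 at an unadjusted p; median 0.26, adjusted p = 0.251), and adjustment over each list alone gave 0 for all of these but the skeletal muscle markers. Of 6 atrial markers Dkk3, a secreted Wnt modulator, fell from 325 ± 21.9 to 221 ± 22.4 CPM (−0.51, SE 0.09, adjusted p = 0.0262 from limma; 2 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.503), a call lost without OP replicate 1 (0.073) or OR replicates 1, 2 or 3 (0.0842, 0.105 and 0.114). None of the sex-linked genes could be tested.

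Myl1 was highest in OP replicate 2, at a log2 value 3.43 over the mean of the other 5 libraries. Skeletal muscle tissue in that piece is argued against, since 6 other skeletal muscle markers had a median of −0.24 on the same measure, where such tissue would bring all of its abundant transcripts. A difference of that animal stays open and no other test bears on it.

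Rpl30, which encodes a protein of the large ribosomal subunit, stood at 147 ± 16.2 CPM in OP rats and 57.3 ± 2.91 CPM in OR rats, and its copy LOC100362027 at 13.1 ± 2.28 and 75.9 ± 1.3 CPM. Their sum stood at 160 ± 18.4 and 133 ± 4.24 CPM, a log2 fold change of 0.26 (SE 0.10), so the opposite changes may come from reads shared between near-identical copies, with a variant that differs between the lines as 1 way to move them. Whether the OP and OR lines carry such a variant was not tested.

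A hypothesis of inherited differences between the lines was tested on gene order in GRCr8. Of 410 placed genes past the adjusted p, 88 (21.5%) had another such gene among the 2 tested genes on either side, as Tpsab1, Tpsb2 and Cacna1h do on chromosome 10, against a median of 53 and an upper bound of 72 in 10000 random placements (one-sided permutation p = 4.0e-04). The same number of top genes in the other 9 splits of the libraries gave 53 to 89, so clusters of neighbours are not particular to the real split. Inherited differences and shared regulation of neighbours cannot be told apart here.

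Log2 fold changes moved with gene span in GRCr8 (89.1% of tested genes placed): the median was 0.09 among the shortest genes and −0.07 among the longest, in 5 classes of equal size, with a Spearman correlation of −0.186 across genes (which are not independent replicates), and −0.104 without OP replicate 2. Less the median of genes of like span, the medians were 0.23 for fatty acid oxidation, 0.09 for oxidative phosphorylation, 0.51 for PPAR targets, 0.82 for Schwann cell markers, 0.07 for the sarcomere and −0.12 for calcium handling. Larger moves included fatty acid uptake (0.13 to 0.06), fetal and stress genes of the ventricle (−0.11 to −0.21) and insulin and adipokine signalling (−0.26 to −0.17).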
